# Temporal dynamics of gene expression during the development of Campylobacter jejuni biofilms

**DOI:** 10.1099/mgen.0.001387

**Published:** 2025-05-06

**Authors:** Manca Volk, Ozan Gundogdu, Anja Klančnik

**Keywords:** biofilm development, biofilms, *Campylobacter jejuni*, gene expression, microbial regulation, temporal dynamics, transcriptomics

## Abstract

*Campylobacter jejuni,* an important pathogen of bacterial gastrointestinal infections, forms biofilms that enable its survival in different environments. *C. jejuni* biofilm development is still poorly understood, and thus, in this study, we characterized gene expression changes at different biofilm stages using RNA sequencing. Early biofilms (after 16 and 24 h) showed increased expressions of genes involved in cysteine and methionine metabolism, whereas mature biofilms (after 48 and 72 h) showed decreased expression of genes encoding capsular polysaccharides and lipooligosaccharides. Both early and mature biofilms showed increased expressions of genes involved in flagella formation, leucine metabolism and the oxidative stress response and decreased expressions of genes involved in energy metabolism, iron acquisition and transmembrane transport. This study provides insights into the molecular mechanisms underlying *C. jejuni* biofilm maturation, environmental resistance and the dynamic nature of gene expression during biofilm development.

**Impact Statement**

*Campylobacter jejuni* is a leading cause of bacterial gastroenteritis worldwide, with its ability to form biofilms contributing significantly to its survival and persistence in diverse environments. Despite its importance, the molecular mechanisms underlying biofilm development remain poorly understood. This study leverages transcriptomic analysis to investigate *C. jejuni* biofilm development over time, offering novel insights into the molecular mechanisms underlying biofilm development. By revealing stage-specific adaptations, our findings expand the understanding of how *C. jejuni* transitions through early to mature biofilm stages to enhance its persistence and resistance in diverse environments. These findings provide a foundation for developing targeted strategies to disrupt key processes identified in this work, mitigating biofilm development and reducing biofilm-associated contamination in food processing environments, thereby improving food safety.

## Data Summary

Sequencing data/differential gene expression were deposited in the Gene Expression Omnibus database (accession number GSE272440, available at https://www.ncbi.nlm.nih.gov/geo/). The code for alignment and differential expression analysis is available at https://github.com/NIB-SI/CampyDEA.

## Introduction

*Campylobacter jejuni* is a Gram-negative microaerophilic bacterium that causes campylobacteriosis, which is the most common bacterial gastrointestinal infection and cause of foodborne zoonoses worldwide [1,2]. *C. jejuni* inhabits the gastrointestinal tract of both avians and mammals. Human infections in high-income countries are predominantly linked to the handling and consumption of poultry products. Raw milk and contaminated water are also important sources, particularly for low- and middle-income countries [3]. One of the proposed mechanisms that enable *C. jejuni* to persist in the environment is its ability to form biofilms, which enhances its stress tolerance and antimicrobial resistance [4]. These biofilms can form on various surfaces, especially those used in the food processing industry, such as stainless steel, glass and polystyrene [1]. Despite the significant role of biofilms in the survival and persistence of *C. jejuni* in the environment, the mechanisms underlying biofilm development remain unclear.

In biofilms, cells are surrounded by an extracellular polymeric matrix that acts as a physical barrier and provides protection against harsh environmental conditions [1]. The extracellular polymeric matrix of *C. jejuni* biofilms, similar to those of other bacterial biofilms, consists of proteins, carbohydrates and environmental DNA (eDNA) [5,6]. *C. jejuni* forms strain-specific mono-species biofilms that can exist as pellicles on liquid surfaces, as aggregates in liquids, or attached to surfaces in liquid cultures, thereby increasing survival compared to their planktonic counterparts [7]. Furthermore, *C. jejuni* can also form multispecies biofilms [8,9]. Biofilm formation is affected by various factors, including nutrient availability, osmolarity, temperature and oxygen tension [10,12]. The ability to form biofilms and their ultrastructure are strain-dependent. After 24 h under microaerobic conditions, the *C. jejuni* NCTC11168 strain formed a multilayered biofilm structure, whereas the 81–176 strain formed finger-like biofilm structures. After 48 h, the biofilms increased in height and biomass in both strains [12]. The onset of biofilm formation is characterized by the appearance of eDNA, which contributes to the structural development of biofilms. eDNA also plays a crucial role in biofilm maturation and can facilitate horizontal gene transfer, as increased DNA exchange has been observed in biofilms. However, it is still unclear whether DNA uptake and recombination processes are upregulated in biofilms [13].

The molecular mechanisms that regulate *C. jejuni* biofilm formation and maturation are not yet fully understood [5,12, 13]. Nevertheless, the genes reported to be involved in biofilm formation and maturation are related to cell motility (*flaA*, *flaB*, *flaC*, *flaG*, *fliA*, *fliS* and flhA), cell surface modifications (*peb4*, *pgp1* and *waaF*), quorum sensing (*luxS*) and stress responses (*ppk1*, *spoT*, *cj1556*, *csrA*, *cosR* and *cprS*) [12]. Proteins involved in the motility complex, including flagellins (FlaA and FlaB), the filament cap (FliD), basal body (FlgG and FlgG2) and chemotactic protein (CheA), showed higher expression in *C. jejuni* biofilms compared to planktonic cells in the stationary phase [14]. Other proteins with increased expression in biofilms are involved in the general stress response (GroEL and GroES), oxidative stress response (Tpx and Ahp), adhesion (Peb1 and FlaC), biosynthesis (PurL, NifU, EF-G, riboflavin synthase and ribosomal release factor), energy production and catabolic processes [14]. Transcriptomic and proteomic analysis of *C. jejuni* biofilms grown under aerobic conditions, compared to planktonic cells grown under microaerobic conditions, revealed altered expression of genes and proteins involved in iron acquisition and metabolism, glycan production and attachment, energy metabolism, aa catabolism and chemotaxis [15].

Although the spatial and temporal organization of *C. jejuni* biofilms is known, the temporal dimension of gene expression underlying biofilm formation and maturation is currently unclear. Previous studies involving transcriptomic and proteomic analyses at different stages of *Bacillus subtilis* and *Pseudomonas putida* biofilms have shown dynamic shifts in gene expression over time [16]. The above-mentioned specific physiological responses and molecular mechanisms of *C. jejuni* enable its unique adaptive strategies during biofilm development. Thus, it is crucial to comprehensively understand the dynamics of gene expression during biofilm development over time. In the present study, we used RNA sequencing (RNA-seq) to investigate the changes in gene expression at different stages of biofilm development (16, 24, 48 and 72 h), focusing on functional analysis to determine the gene functions present at each stage. We hypothesize that biofilm development involves distinct stage-specific transcriptional adaptations that promote environmental persistence and stress tolerance. By identifying these molecular changes, we aim to provide a foundation for understanding the regulatory networks driving biofilm formation and maturation in *C. jejuni*.

## Results

### RNA-seq overview

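RNA of *C. jejuni* was sequenced from 16 h planktonic cultures and from biofilms grown on agar for 16, 24, 48 and 72 h, with 4 biological replicates of each, which gave 20 libraries and values for 1504 genes. A single RNA, Cj1360c, which the deposited table annotates as the proteolysis tag of tmRNA, took a mean of 51.1% of the reads in genes in planktonic cells, 49.2% in 16 h biofilm, 67.3% in 24 h biofilm, 52.8% in 48 h biofilm and 35.6% in 72 h biofilm. The share of Cj1360c was above that in planktonic cells in each 24 h library and below it in each 72 h library (exact permutation test, two-sided p = 0.0286 for each, the smallest p that 4 against 4 libraries allow). Reads left for all other genes ranged from 975410 (24 h biofilm, replicate 2) to 4208305 (16 h biofilm, replicate 4) per library. The authors aligned and counted the reads with STAR, scaled the libraries by the trimmed mean of M-values and deposited log2 c.p.m. values together with their log2 fold changes and adjusted p-values. Each deposited log2 value returned a whole number of reads to within 0.01 once a prior count of 0.5 was taken off (30080 of 30080 values), which gave 3297821 to 8160413 reads in genes per library (median 5880943 in planktonic cells, 6171353 in 16 h, 6090463.5 in 24 h, 6041055 in 48 h and 4570082.5 in 72 h biofilm). From there, limma with a mean-variance trend was fitted to the log2 values of all 20 libraries with 5 groups, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the threshold stated in the paper. The choice of scaling could move the fold changes of all genes at once. With libraries scaled to the reads outside Cj1360c, an alternative chosen after seeing the data, the median log2 fold change of all genes moved from -0.14 to -0.77 at 24 h, from -0.07 to -0.48 at 48 h and from 0.02 to -0.24 at 72 h. Scaling by the median of all genes moved it to 0.07 at 24 h and to 0.07 at 48 h. Gene lists by function were tested as sets with camera at a preset correlation of 0.01. Of 200 such tests, 79 passed, and 2 of them held with an estimated correlation, the flagellar rod and hook genes at 48 h and the capsule genes between 72 h and 48 h.

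**Figure D1:**
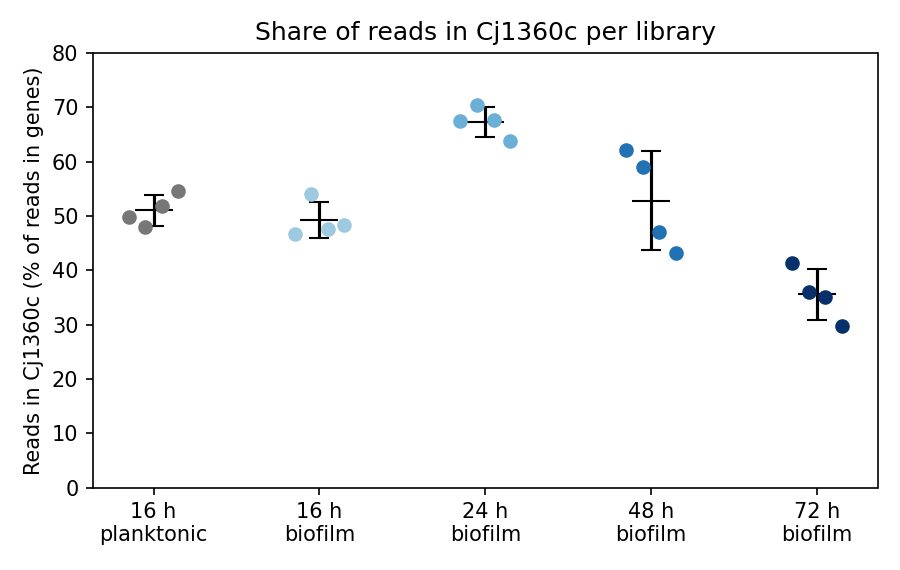
Share of the reads in genes (y axis, percent) taken by Cj1360c in each library (points) of 16 h planktonic cells and 16, 24, 48 and 72 h biofilms (x axis), with the group mean as a horizontal line. The 24 h libraries lie between 63.8% and 70.4%, all above the planktonic libraries, and the 72 h libraries between 29.8% and 41.4%, all below them.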

We generated more than 13.3 million paired-end 150 bp Illumina reads per sample from RNA extracted from 16, 24, 48 and 72 h biofilms, totalling 337.5 million reads with Phred quality scores greater than Q30 for over 91% of the bases. In 19 samples, 70.4–91.3% of the reads aligned to the reference sequence, whereas one sample (24 h biofilm_2) contained only 37.2% aligned reads (Table S1, available in the online Supplementary Material). Despite the lower number of aligned reads, the sample was included in the sequential analysis after confirming its biological consistency with other replicates through principal component analysis (PCA) and hierarchical clustering. 

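Replicate 2 of the 24 h biofilm held the fewest reads in genes of the 20 libraries, yet its closest libraries were the other 24 h biofilms. All 4 libraries of the 24 h biofilm formed a group of their own once the clustering tree was divided into 3 groups, and replicates of 24 h biofilm correlated with each other at a mean Pearson r of 0.980 across genes (lowest 0.975), whereas the mean r between 24 h biofilm and planktonic cells was 0.914. Genes are not independent replicates, so no p is given for these values. Without this library, the first 2 principal components of the other 19 libraries held 36.1% and 21.6% of the variance, and 450 genes were called between 24 h biofilm and planktonic cells by limma.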

The inclusion of this sample did not affect the clustering patterns or the reliability of downstream results. PCA (Fig. 1a) showed low variance between biological replicates and revealed four clusters corresponding to planktonic cells (16 h), 16 h biofilm, 24 h biofilm and 48/72 h biofilm. 

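On the principal components of log2 c.p.m., planktonic cells and 16 h biofilm overlapped on PC2 and were furthest apart on PC3. PC1, with 34.8% of the variance, separated 48 h and 72 h biofilms (scores 12.77 to 26.58) from all other libraries (-19.89 to -4.21). PC2, with 24.1%, separated 24 h biofilm (-25.32 to -24.23) from the rest (-7.87 to 15.11). PC3, with 12.7%, separated 16 h biofilm (12.09 to 16.18) from planktonic cells (-16.76 to -12.34), and PC4, with 9.41%, separated 72 h biofilm (8.23 to 15.74) from 48 h biofilm (-19.06 to -2.31). Hierarchical clustering with Pearson correlation divided the 20 libraries into 48 h with 72 h biofilm and all the others at 2 groups, and set 24 h biofilm apart at 3 groups. At 5 groups, planktonic cells and 16 h biofilm were apart, while replicate 1 of 48 h biofilm and replicate 1 of 72 h biofilm formed a group without replicates 2 to 4 of either time. With each gene scaled to unit variance, PC1 and PC2 held 29.4% and 26.6%.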

To visualize the changes in expression across all samples, a heatmap with hierarchical clustering was generated (Fig. 1b).

**Fig. 1.**
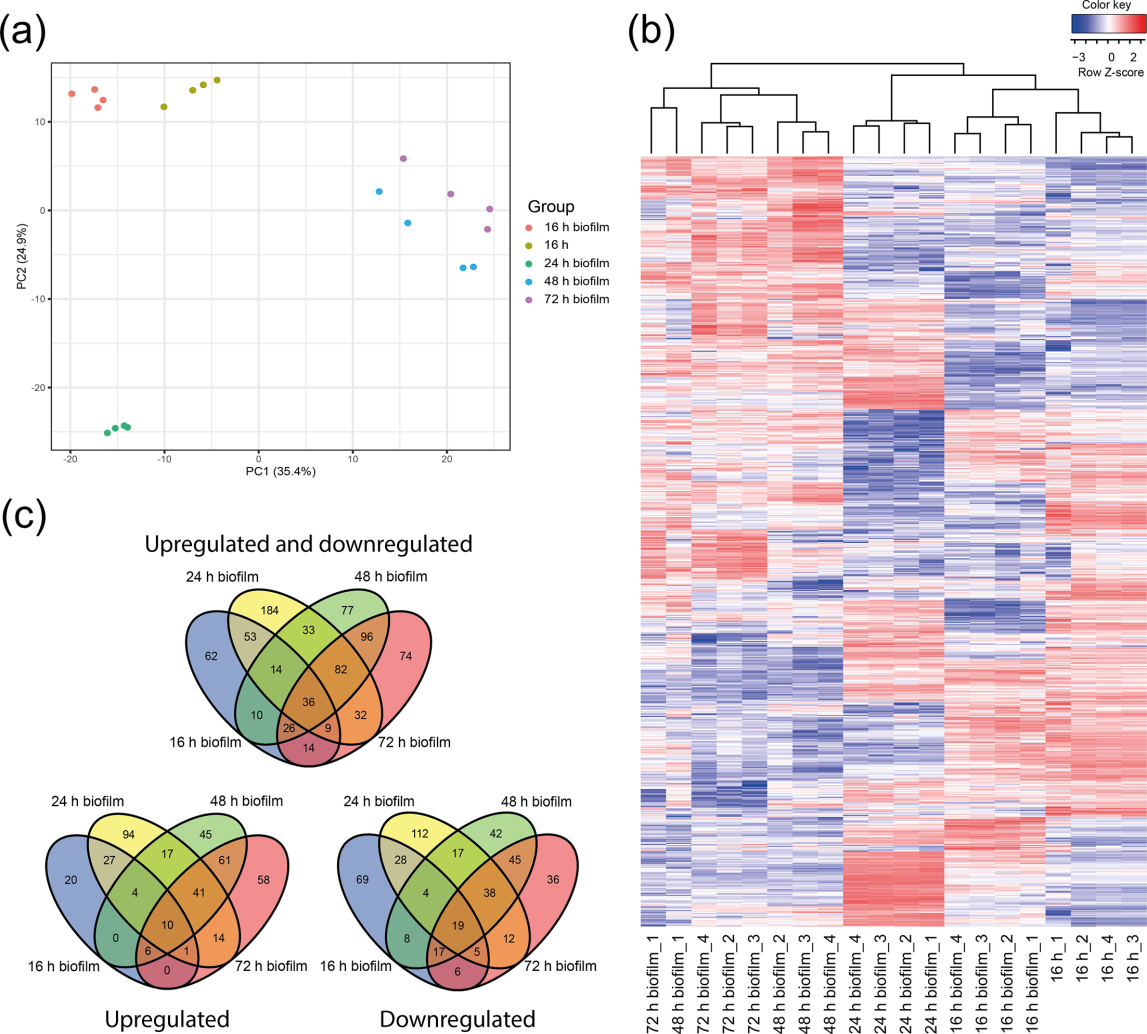
Detailed analyses of DEGs. (a) PCA showing five distinct transcriptional profiles: 16 h planktonic cells (olive), 16 h biofilm (red), 24 h biofilm (green), 48 h biofilm (blue) and 72 h biofilm (purple). (b) A heatmap of relative expression of all DEGs in all biological replicates. Log_2_ c.p.m. is centred and scaled by row. Genes with relatively high and low expression are highlighted in red and blue, respectively. (c) Venn diagrams depicting the overlap of upregulated and downregulated genes (top), upregulated genes (bottom left) and downregulated genes (bottom right) at all time points compared to the planktonic culture.

Of the 1504 genes transcribed under all conditions, 224 (14.9%) were differentially expressed in the 16 h biofilm, 443 (29.5%) in the 24 h biofilm, 374 (24.9%) in the 48 h biofilm and 369 (24.5%) in the 72 h biofilm. 

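Biofilm cells differed from planktonic cells in 231 genes (15.4%) at 16 h, 463 (30.8%) at 24 h, 379 (25.2%) at 48 h and 365 (24.3%) at 72 h among the 1504 genes tested. Called at 1 or more of the 4 times were 811 genes (53.9%), and 64 genes were called in opposite directions at different times. The gene for the tmRNA proteolysis tag, Cj1360c, was called at 24 h, with a log2 fold change of 1.63 (SE 0.32, adjusted p = 0.000246). Calls were made with limma on 4 libraries per group. In simulated libraries of the same depth and spread, 45%, 41%, 48% and 42% of genes changed by 2-fold were called at 16, 24, 48 and 72 h (79%, 80%, 77% and 82% passed the adjusted p alone), and 98%, 98%, 99% and 97% of genes changed by 4-fold, so changes close to 2-fold were often missed.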

In the 16 h biofilm, 68 (30.4 %) genes were upregulated, and 156 (69.6%) genes were downregulated. 

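In the 16 h biofilm, 69 of the 231 called genes (29.9%) were higher than in planktonic cells and 162 were lower. The strongest rises were in the amino acid transporter gene Cj0025c, with a log2 fold change of 3.98 (SE 0.48, adjusted p = 1.78e-06), in Cj1406c (2.47, SE 0.29) and in the zinc transporter gene zupT (Cj0263, 2.47, SE 0.18). The strongest falls were in Cj0735, with -4.75 (SE 0.53, adjusted p = 7.28e-07), and in the heat shock gene clpB (Cj0509c), with -4.57 (SE 0.26, adjusted p = 2.46e-10). Cj0735 carries a hypervariable homopolymeric tract. All 4 biofilm libraries of these genes lay on one side of all 4 planktonic libraries. Adjusted p-values are from limma over 1504 genes with 4 libraries per group.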

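The 24 h biofilm had the most called genes of the 4 times, 463, a rank that was lost after quantile scaling (351 at 24 h, 357 at 48 h and 386 at 72 h). Among the 463, 209 (45.1%) were higher than in planktonic cells and 254 were lower. The direction of this split depended on the scaling, with 268 higher and 178 lower (60.1% higher) after scaling by the median of all genes, and 84 higher and 603 lower (12.2% higher) after scaling to the reads outside Cj1360c. The largest rise was in Cj0037c, which had a log2 fold change of 4.98 (SE 0.30, adjusted p = 1.08e-10), and the largest fall in Cj0735, with -6.03 (SE 0.53, adjusted p = 1.31e-08). Cj1384c, at -3.88 (SE 0.79), and Cj1493c, at -3.37 (SE 0.57), were among the lowest. Relative to 16 h biofilm, the 24 h biofilm had 470 called genes, 238 higher and 232 lower (289 and 167 after median scaling, 112 and 559 outside Cj1360c). katA (Cj1385) led that comparison, with 5.71 (SE 0.68, adjusted p = 6.5e-07), followed by Cj0037c (5.45, SE 0.30) and uxaA' (Cj0483, 5.15, SE 0.47). Among the genes that fell furthest were ybeY (Cj0121, -2.42, SE 0.28) and truB (Cj1102, -2.43, SE 0.28). Tests are from limma with 4 libraries per group.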

In the 24 h biofilm, 208 (47.0 %) genes were upregulated, and 235 (53.0 %) genes were downregulated. 

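In the 48 h biofilm, 184 of 379 called genes (48.5%) were higher than in planktonic cells and 195 were lower. After median scaling the split was 225 and 139 (61.8% higher), and after scaling to the reads outside Cj1360c it was 84 and 370 (18.5% higher). Cj0040 and Cj0424 had the largest rises, followed by the flagellar gene fliK (Cj0041), and Cj0424 rose by 4.38 (SE 0.86) on the log2 scale, from 2 planktonic reads in all to 50 (ratio 36.8, 95% counting interval 9.67 to 312). The lowest genes were pstS (Cj0613), at -4.49 (SE 0.19, adjusted p = 3.57e-13), and purS (Cj0513), at -3.67 (SE 0.63, adjusted p = 8.14e-05). Between 24 h and 48 h, 486 genes were called, of which 273 were higher and 213 lower at 48 h, and 349 and 145 with libraries scaled to the reads outside Cj1360c. Cj0735 rose most (6.78, SE 0.53), with Cj1025c (4.28, SE 0.32), and peb3 (Cj0289c, -4.77, SE 0.16), Cj1169c (-3.92, SE 0.39) and Cj0203 (-3.48, SE 0.11) fell most by limma.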

In the 48 h biofilm, 184 (49.2 %) genes were upregulated, and 190 (50.8%) were downregulated. In the 72 h biofilm, 191 (51.8 %) genes were upregulated, and 178 (48.2%) were downregulated. 

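At 72 h, 188 of the 365 called genes (51.5%) were higher than in planktonic cells and 177 were lower, and the split was 125 and 285 (30.5% higher) with libraries scaled to the reads outside Cj1360c. Among the highest were secE (Cj0472), with a log2 fold change of 4.18 (SE 0.56, adjusted p = 5.37e-06), and the ribosomal protein gene rpmE (Cj0155c), with 3.30 (SE 0.33, adjusted p = 1.48e-07). Both genes are short, with coding lengths of 180 and 201 bases. Across the 1484 genes with a known length, log2 fold changes at 72 h fell with coding length (Spearman r = -0.187). Whether length contributed to the rise of these 2 genes was not tested. Among the lowest were the phosphate transporter gene pstS (Cj0613), with -5.13 (SE 0.19, adjusted p = 8.89e-14), and the capsule genes Cj1422c, with -4.48 (SE 0.47, adjusted p = 2.31e-07), and glf (Cj1439c), with -4.39 (SE 0.27, adjusted p = 1.71e-10). Cj1422c had 1 read in the 72 h libraries together and 69 in the planktonic libraries (ratio 61.8, 95% counting interval 10.7 to 2480). Between 48 h and 72 h, limma called 120 genes, 65 higher and 55 lower at 72 h (52 and 67 after median scaling, 85 and 38 outside Cj1360c). The count fell to 55 genes with 5 added to each c.p.m. value and to 54 after a filter at a mean of 10 c.p.m. Of the 120 genes, secE rose, with 3.48 (SE 0.56), and Cj1324 (-4.76, SE 0.46), Cj0122 (-4.46, SE 0.8), Cj0628 (-3.94, SE 0.26) and Cj1721c (-3.91, SE 0.49) fell furthest.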

The complete RNA-seq dataset is available in Data S1.

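At all 4 times, 39 genes were called against planktonic cells, of which 10 were higher at each time, 20 were lower at each time and 9 changed direction. Higher at each time were Cj0025c, Cj0040, Cj0239c, iscS (Cj0240c), flgH (Cj0687c), flgG2 (Cj0697), Cj1026c, metE (Cj1201), dnaJ (Cj1260c) and flgE2 (Cj1729c). Of these, dnaJ lay just past the 2-fold limit at 24, 48 and 72 h, with log2 fold changes of 1.002, 1.021 and 1.013. Lower at each time were genes of fumarate respiration (aspA, mfrA, mfrB, mfrE and dcuB), phosphate uptake (pstS, pstC and pstA) and iron uptake (cfbpB, ceuB and tonB2), as well as Cj0358, Cj0859c, Cj0864, Cj0909, petB, dccR, Cj1255, Cj1258 and Cj1384c. katA (Cj1385), leuA (Cj1719c), peb3 (Cj0289c), grpE (Cj0758), metC' (Cj1393), Cj0265c, Cj0874c, Cj1025c and Cj1583c changed direction. 4 independent lists of the same sizes would share 0.147 higher and 0.417 lower genes. The 4 comparisons share the same planktonic libraries, and with 2 planktonic libraries used for 16 h and 48 h and the other 2 for 24 h and 72 h, 6 to 8 higher and 14 to 19 lower genes were shared. No gene was called in the same direction at all 4 times by limma in 100 sets of simulated unchanged groups, where a mean of 0.985 genes was called at each time.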

Across all time points, 36 common differentially expressed genes (DEGs) were identified: 10 were upregulated, and 19 were downregulated. Across time points 24, 48 and 72 h, 82 common DEGs were identified, 41 were upregulated and 38 were downregulated. 

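Called at 24, 48 and 72 h but not at 16 h were 81 genes. Considering each direction on its own, 42 genes were higher at these 3 times but not at 16 h, among them leuB (Cj1718c), leuC (Cj1717c), fliK (Cj0041) and Cj1242 (ciaC), and 37 were lower, among them cmeE (Cj1032), cmeF (Cj1033) and motB (Cj0336c). In total, 52 genes were higher and 57 lower at all 3 times, with or without a call at 16 h. Changes at 24 h and 72 h had a Pearson correlation of 0.317 across 1504 genes, and 24 genes were called in opposite directions at these times. The shared planktonic libraries raise such a correlation, which was 0.442 on average among simulated unchanged groups and 0.277 with separate planktonic libraries for each time.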

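48 h and 72 h biofilms shared 120 higher and 120 lower genes, and 2 genes were called in opposite directions. Exclusive to these 2 times were 95 called genes, or, by direction, 62 higher and 47 lower genes. Among the higher genes exclusive to these times were the chaperone gene dnaK (Cj0759) and the flagellin gene flaD (Cj0887c), and among the lower genes gltA (Cj1682c) and mqo (Cj0393c). Independent lists of these sizes would share 23.0 higher and 22.9 lower genes. With separate planktonic libraries for the 2 times, 89 to 99 higher and 98 to 107 lower genes were shared by limma. Log2 fold changes at the 2 times correlated at r = 0.744 across 1504 genes (0.682 with separate planktonic libraries, and a mean of 0.437 in simulated unchanged groups, which share them too). Between 16 h and 48 h, 22 higher and 47 lower genes were shared.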

At the 48 h and 72 h time points, 96 common DEGs were identified, 61 were upregulated and 45 were downregulated. The numbers for common DEGs, upregulated DEGs and downregulated DEGs reflect different subsets and overlapping groups across various time points (Fig. 1c). A list of all common DEGs can be found in Data S2.

### Top 10 DEGs

The top 10 DEGs are listed in Table 1.

**Table 1.** The top 10 most DEGs and their functions in 16, 24, 48 and 72 h biofilms. Log_2_ FC, log_2_-fold change; CPS, capsular polysaccharide; LOS, lipooligosaccharide

Biofilm	Function	Locus tag	Gene name	Log_2_ FC	Biofilm	Function	Locus tag	Gene name	Log_2_ FC
**16 h biofilm**	aa transport	*Cj0025c*		+3.98	**24 h biofilm**	Electron transport chain	*Cj0037c*		+4.98
	Transport	*Cj0263*	*zupT*	+2.47		aa transport	*Cj0025c*		+4.71
	Unknown	*Cj1406c*		+2.45		aa metabolism	*Cj1718c*	*leuB*	+4.11
	aa metabolism	*Cj1726c*	*metAA*	+2.37		aa metabolism	*Cj1717c*	*leuC*	+4.03
	Lipid metabolism	*Cj0915*		+2.36		Unknown	*Cj0737*	*p95*	+4.03
	aa metabolism	*Cj1201*	*metE*	+2.36		Fe-S cluster biosynthesis pathway	*Cj0240c*	*iscS*	+3.91
	Fe-S cluster biosynthesis pathway	*Cj0239c*	*nifU*	+2.21		Oxidative stress response	*Cj0241c*	*herA*	+3.69
	Transport	*Cj0982c*	*cjaA*	+2.14		Signal transduction	*Cj1170c*	*omp50*	+3.68
	aa metabolism	*Cj0912c*	*cysM*	+2.06		Unknown	*Cj1406c*		+3.65
	Nitrosative stress response	*Cj1586*	*cgb*	+2.01		Oxidative stress response	*Cj1385*	*katA*	+3.62
	Iron transport	*Cj1614*	*chuA*	−3.25		Energy metabolism	*Cj0439*	*mfrE*	−2.67
	Virulence	*Cj1450*	*ciaI*	−3.26		Transport	*Cj0045c*		−2.68
	Heat shock response	*Cj0758*	*grpE*	−3.34		Phosphate transport	*Cj0614*	*pstC*	−2.80
	Energy metabolism	*Cj0439*	*mfrE*	−3.38		Energy metabolism	*Cj0438*	*mfrB*	−2.90
	Energy metabolism	*Cj0438*	*mfrB*	−3.58		Unknown	*Cj1384c*		−3.12
	Nitrogen metabolism	*Cj1358c*	*nrfH*	−3.83		nt transport and metabolism	*Cj0594c*		−3.15
	Energy metabolism	*Cj0437*	*mfrA*	−3.92		Unknown	*Cj1493c*		−3.19
	Heat shock response	*Cj0757*	*hrcA*	−4.57		C4-dicarboxylate transport	*Cj0671*	*dcuB*	−3.90
	Heat shock response	*Cj0509c*	*clpB*	−4.58		Energy metabolism	*Cj0437*	*mfrA*	−4.09
	Unknown	*Cj0735*		−4.64		Unknown	*Cj0735*		−6.06
**48 h biofilm**	Defence mechanism	*Cj0424*		+4.60	**72 h biofilm**	Protein translocation	*Cj0472*	*secE*	+4.23
	Unknown	*Cj0040*		+4.38		Virulence	*Cj1242*	*ciaC*	+3.55
	Cell motility	*Cj0041*	*fliK*	+3.83		Translation	*Cj0155c*	*rpmE*	+3.32
	Virulence	*Cj1242*	*ciaC*	+3.80		Cell motility	*Cj0041*	*fliK*	+3.19
	Cell motility	*Cj0528c*	*flgB*	+3.62		aa metabolism	*Cj1718c*	*leuB*	+3.16
	aa metabolism	*Cj1201*	*metE*	+3.25		Defence mechanism	*Cj0424*		+3.14
	Cell motility	*Cj1729c*	*flgE2*	+3.25		Bacterial secretion system	*Cj0683*		+3.12
	Translation	*Cj1711c*	*rsmA*	+3.17		Transport	*Cj1200*		+3.07
	Cell motility	*Cj0697*	*flgG2*	+3.10		aa metabolism	*Cj1717c*	*leuC*	+3.07
	Transport	*Cj1200*		+3.09		Unknown	*Cj0331c*		+2.86
	Phosphate transport	*Cj0615*	*pstA*	−2.59		aa metabolism	*Cj1437c*		−3.58
	Iron transport	*Cj0175c*	*cfbpA*	−2.60		Energy metabolism	*Cj1585c*		−3.64
	Cell motility	*Cj1675*	*fliQ*	−2.74		LOS outer core biosynthesis	*Cj1142*	*neuC1*	−3.83
	Iron transport	*Cj1630*	*tonB2*	−2.98		LOS outer core biosynthesis	*Cj1144c*		−3.94
	Iron transport	*Cj1617*	*chuD*	−2.98		Flagellar glycosylation	*Cj1324*		−4.13
	Unknown	*Cj1384c*		−3.08		Phosphate transport	*Cj0614*	*pstC*	−4.23
	nt transport and metabolism	*Cj0513*	*purS*	−3.49		CPS biosynthesis	*Cj1439c*	*glf*	−4.43
	Phosphate transport	*Cj0614*	*pstC*	−3.51		CPS biosynthesis	*Cj1422c*		−4.53
	Unknown	*Cj0818*		−3.54		LOS outer core biosynthesis	*Cj1136*		−4.86
	Phosphate transport	*Cj0613*	*pstS*	−4.49		Phosphate transport	*Cj0613*	*pstS*	−5.12

Gene functions were assigned according to the Kyoto Encyclopedia of Genes and Genomes (KEGG), Gene Ontology (GO), Clusters of Orthologous Genes or the literature. In 16 h biofilms, upregulation was observed for genes involved in aa transport (*Cj0025c*), aa metabolism (*metAA*, *metE* and *cysM*) and Fe-S cluster biosynthesis (*nifU*). 

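Genes for the uptake and synthesis of sulphur amino acids rose in 16 h biofilm. Homoserine acetyltransferase gene metAA (Cj1726c) rose with a log2 fold change of 2.37 (SE 0.16, adjusted p = 1.23e-09), methionine synthase gene metE (Cj1201) with 2.35 (SE 0.59, adjusted p = 0.00331) and cysteine synthase gene cysM (Cj0912c) with 2.06 (SE 0.25, adjusted p = 2.21e-06) against planktonic cells. metAA lies on the chromosome from 1635443 to 1636324. For the Fe-S scaffold gene nifU (Cj0239c), the log2 fold change was 2.21 (SE 0.59, adjusted p = 0.00501). Each of the 4 biofilm libraries was above each planktonic library for metAA and cysM. Values are from limma with 4 libraries per group.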

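Genes of methylmenaquinol:fumarate reductase and of the heat shock response were among those that fell furthest in 16 h biofilm, though Cj0735 fell further. mfrA (Cj0437) had a log2 fold change of -3.95 (SE 0.36, adjusted p = 6.75e-08), mfrB (Cj0438) of -3.56 (SE 0.33, adjusted p = 7.46e-08) and mfrE (Cj0439) of -3.40 (SE 0.41, adjusted p = 1.66e-06) against planktonic cells. The deposited table names these genes sdhA, sdhB and sdhC, and they lie next to each other on the chromosome from 405333 to 408991. Of the heat shock genes, hrcA (Cj0757) had -4.49 (SE 0.30, adjusted p = 1.42e-09) and grpE (Cj0758) -3.29 (SE 0.40, adjusted p = 1.78e-06), and clpB (Cj0509c) went from 11.34 ± 0.12 log2 c.p.m. (mean ± SD, n = 4) in planktonic cells to 6.76 ± 0.32 in 16 h biofilm. The nitrite reductase gene nrfH (Cj1358c) was among the 5 lowest too, at -3.81 (SE 0.46, adjusted p = 1.94e-06). Adjusted p-values are from limma.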

Downregulation was observed for genes involved in energy metabolism (*mfrA*, *mfrB* and *mfrE*) and heat shock stress responses (*grpE*, *hrcA* and *clpB*). 

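Leucine synthesis, Fe-S cluster and oxidative stress genes were among those that rose most in 24 h biofilm. leuB (Cj1718c) had a log2 fold change of 4.09 (SE 0.27, adjusted p = 2.35e-10) and leuC (Cj1717c) of 4.00 (SE 0.30, adjusted p = 1.4e-09) against planktonic cells. For the cysteine desulfurase gene iscS (Cj0240c), it was 3.92 (SE 0.40, adjusted p = 9.69e-08), and for Cj0025c 4.71 (SE 0.48, adjusted p = 9.69e-08). The bacteriohaemerythrin gene herA (Cj0241c) rose from a wide planktonic spread, with 3.78 (SE 0.63, adjusted p = 4.23e-05), and katA (Cj1385) had 3.59 (SE 0.68, adjusted p = 0.000154). Catalase levels were 5.37 ± 0.69 log2 c.p.m. (mean ± SD, n = 4) in planktonic cells and 8.96 ± 0.12 in 24 h biofilm. Each of these genes was called by limma and was higher in all 4 biofilm libraries than in any planktonic library.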

In 24 h biofilms, upregulation was observed for genes involved in aa transport (*Cj0025*c), aa metabolism (*leuB* and *leuC*), Fe-S cluster biosynthesis (*iscS*) and oxidative stress response (*herA* and *katA*). 

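The genes mfrA, mfrB and mfrE were lower in 24 h biofilm than in planktonic cells, unlike the fumarate reductase gene frdC (Cj0408), with a log2 fold change of 0.07 (SE 0.21, adjusted p = 0.784). The C4-dicarboxylate transporter gene dcuB (Cj0671) fell from 11.04 ± 0.11 log2 c.p.m. (mean ± SD, n = 4) in planktonic cells to 7.14 ± 0.11. The log2 fold changes of mfrA (Cj0437), mfrB (Cj0438) and mfrE (Cj0439) were -4.11 (SE 0.36, adjusted p = 1.49e-08), -2.92 (SE 0.33, adjusted p = 3.96e-07) and -2.67 (SE 0.41, adjusted p = 1.5e-05). Between 16 h and 24 h biofilm, dcuB fell further, with -1.71 (SE 0.29, adjusted p = 3.73e-05), whereas mfrA (-0.16, SE 0.36, adjusted p = 0.713) did not pass the test in limma with 4 libraries per group.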

Downregulation was observed for genes involved in energy metabolism (*mfrA*, *mfrB* and *mfrE*), including C4-dicarboxylate transporter (*dcuB*). 

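Genes of the flagellar hook and rod were among the highest in 48 h biofilm, below Cj0040 and Cj0424. Hook length control gene fliK (Cj0041) had a log2 fold change of 3.83 (SE 0.23, adjusted p = 7.83e-11) against planktonic cells, flgB (Cj0528c) of 3.62 (SE 0.20, adjusted p = 3.31e-11), flgE2 (Cj1729c) of 3.25 (SE 0.11, adjusted p = 3.9e-14) and flgG2 (Cj0697) of 3.10 (SE 0.15, adjusted p = 3.45e-12). The invasion antigen gene ciaC (Cj1242) rose from 7.24 ± 0.22 log2 c.p.m. (mean ± SD, n = 4) in planktonic cells to 11.04 ± 0.13 in 48 h biofilm, a log2 fold change of 3.80 (SE 0.15, adjusted p = 1.76e-13) by limma. It lies on the chromosome from 1170418 to 1170738. All 4 libraries of 48 h biofilm were above all 4 planktonic libraries in each of these flagellar genes and in ciaC.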

In 48 h biofilms, upregulation was observed for genes involved in cell motility (*fliK*, *flgB*, *flgE2* and *flgG2*) and virulence (*ciaC*). Downregulation was observed for several genes related to phosphate and iron transport (*pstA*, c*fbpA*, *tonB2* and *chuD*). 

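Phosphate and iron transport genes were among the lowest in 48 h biofilm. The phosphate permease gene pstA (Cj0615) had a log2 fold change of -2.60 (SE 0.28, adjusted p = 4.02e-07) against planktonic cells, and pstC (Cj0614) of -3.52 (SE 0.37, adjusted p = 3.51e-07). For iron uptake, the values were -2.60 (SE 0.27, adjusted p = 2.59e-07) for cfbpA (Cj0175c), -2.99 (SE 0.44, adjusted p = 1.48e-05) for tonB2 (Cj1630) and -3.01 (SE 0.49, adjusted p = 4.55e-05) for chuD (Cj1617). Cj1384c (-3.18, SE 0.79, adjusted p = 0.00239) and Cj0818 (-3.57, SE 0.39, adjusted p = 5.62e-07) were low as well, and Cj1384c was not called once 5 was added to each c.p.m. value, which shrinks the fold changes of genes with few reads. Tests were made with limma on 4 libraries per group.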

In 72 h biofilms, upregulation was observed for genes involved in aa metabolism (*leuB* and *leuC*) and virulence *(ciaC*). 

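Leucine synthesis genes and ciaC stayed high in 72 h biofilm. The log2 fold change against planktonic cells was 3.16 (SE 0.27, adjusted p = 1.56e-08) for leuB (Cj1718c), 3.04 (SE 0.30, adjusted p = 1.05e-07) for leuC (Cj1717c) and 3.54 (SE 0.15, adjusted p = 6.41e-13) for ciaC (Cj1242) by limma. None of the 3 differed from 48 h biofilm, with log2 fold changes of 0.21 (SE 0.27, adjusted p = 0.603) for leuB, 0.40 (SE 0.30, adjusted p = 0.348) for leuC and -0.25 (SE 0.15, adjusted p = 0.228) for ciaC between 72 h and 48 h. fliK (Cj0041) was another of the 5 highest genes at 72 h, at 3.20 (SE 0.23, adjusted p = 1.69e-09).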

Downregulation was observed in genes involved in phosphate transport (*pstC* and *pstS*) and lipooligosaccharide (LOS) outer core biosynthesis (*Cj1136*, *neuC1* and *Cj1144c*). 

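The phosphate transporter gene pstC (Cj0614) and genes of the LOS outer core were among the lowest in 72 h biofilm. pstC had a log2 fold change of -4.20 (SE 0.37, adjusted p = 2.81e-08) against planktonic cells. Of the LOS genes, Cj1136 had 64 reads in the planktonic libraries together and 0 in the 72 h libraries, which makes it at least 19.1-fold lower against a floor of 3 reads over the group. Sialic acid synthesis gene neuC1 (Cj1142) had a log2 fold change of -3.85 (SE 0.70, adjusted p = 0.00015) by limma. Cj1144c had 2 reads in the 72 h libraries against 71 in the planktonic libraries (ratio 31.8, 95% counting interval 8.48 to 268). The calls of these 3 LOS genes were lost with 5 added to each c.p.m. value.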

The distributions of DEGs and the ten most upregulated and downregulated genes for all time points are displayed in Fig. S1.

### Co-expression of genes

To gain insight into the co-expression patterns of genes that were expressed in a similar manner at all time points, cluster analysis was performed. Genes were grouped into eight clusters and assigned to the most significant over-representative GO terms (Fig. 2). A complete list of genes grouped into clusters is provided in Data S2. 

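The clusters with mixed profiles, C0 with 131 genes and C4 with 108 genes, were assigned by the authors from these libraries, so the values below describe them and are not independent evidence. In C0, the median log2 difference between 72 h and 16 h biofilm was -0.41, and 1.53% of genes were higher at 72 h than at 16 h. In C4, the median was -0.58, and 0% of genes were higher at 72 h. The differences are between the log2 fold changes of the 2 times against the same planktonic libraries.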

Genes with a mixed gene expression profile were assigned to clusters C0 and C4. These genes are involved in RNA/DNA processing, ribosomal biogenesis, serine biosynthesis, nt metabolism, nitrogen fixation and thiamine metabolism. Genes with decreasing expression over time were assigned to clusters C1, C2 and C3. These genes are involved in heat responses, proteolysis, nt metabolism, cell envelope biogenesis, aa transport and metabolism, energy production and pantothenate metabolism. 

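In the clusters C1 (69 genes), C2 (109 genes) and C3 (84 genes), every gene was lower at 72 h than at 16 h, with median log2 differences of -0.79, -0.97 and -0.92. Genes of cysteine and methionine metabolism, named by the paper for the early biofilms, moved in this direction in part between 24 h and 48 h. Of 13 genes, 1 was higher, 7 were lower and 5 were not called (1 and 7 when adjusted over the list alone, camera adjusted p = 0.0224, and adjusted p = 0.557 with an estimated correlation). Between these times, metAA (Cj1726c) had a log2 fold change of -2.60 (SE 0.16, adjusted p = 8.11e-11), metB (Cj1727c) of -1.71 (SE 0.26, adjusted p = 1.36e-05) and cjaA (Cj0982c) of -1.99 (SE 0.14, adjusted p = 3.45e-10) by limma. For Cj0025c it was -2.68 (SE 0.48, adjusted p = 8.21e-05), and for metE (Cj1201), which went the other way and was not called, 1.26 (SE 0.59, adjusted p = 0.0707). The clusters were drawn from the same libraries, which makes their shared direction no independent evidence.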

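All genes of the clusters C5 (80 genes), C6 (109 genes) and C7 (125 genes) were higher at 72 h than at 16 h, with median log2 differences of 1.21 in C5, 1.503 in C6 and 0.70 in C7. The clusters were formed on these libraries. Among genes of the kinds that the paper names here, the flagellar gene fliK (Cj0041), with a log2 fold change of 2.50 (SE 0.16, adjusted p = 9.43e-11), and the C4-dicarboxylate transporter gene dcuB (Cj0671), with 1.80 (SE 0.20, adjusted p = 2.17e-07), were higher in mature (48 and 72 h) than in early (16 and 24 h) biofilm by limma.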

Genes with increasing expression were assigned to clusters C5, C6 and C7. These genes are involved in branched-chain aa (leucine, isoleucine and valine) biosynthesis, translation, cell motility, transcription, methylation, C-4 dicarboxylate transport, RNA processing and DNA replication.

**Fig. 2.**
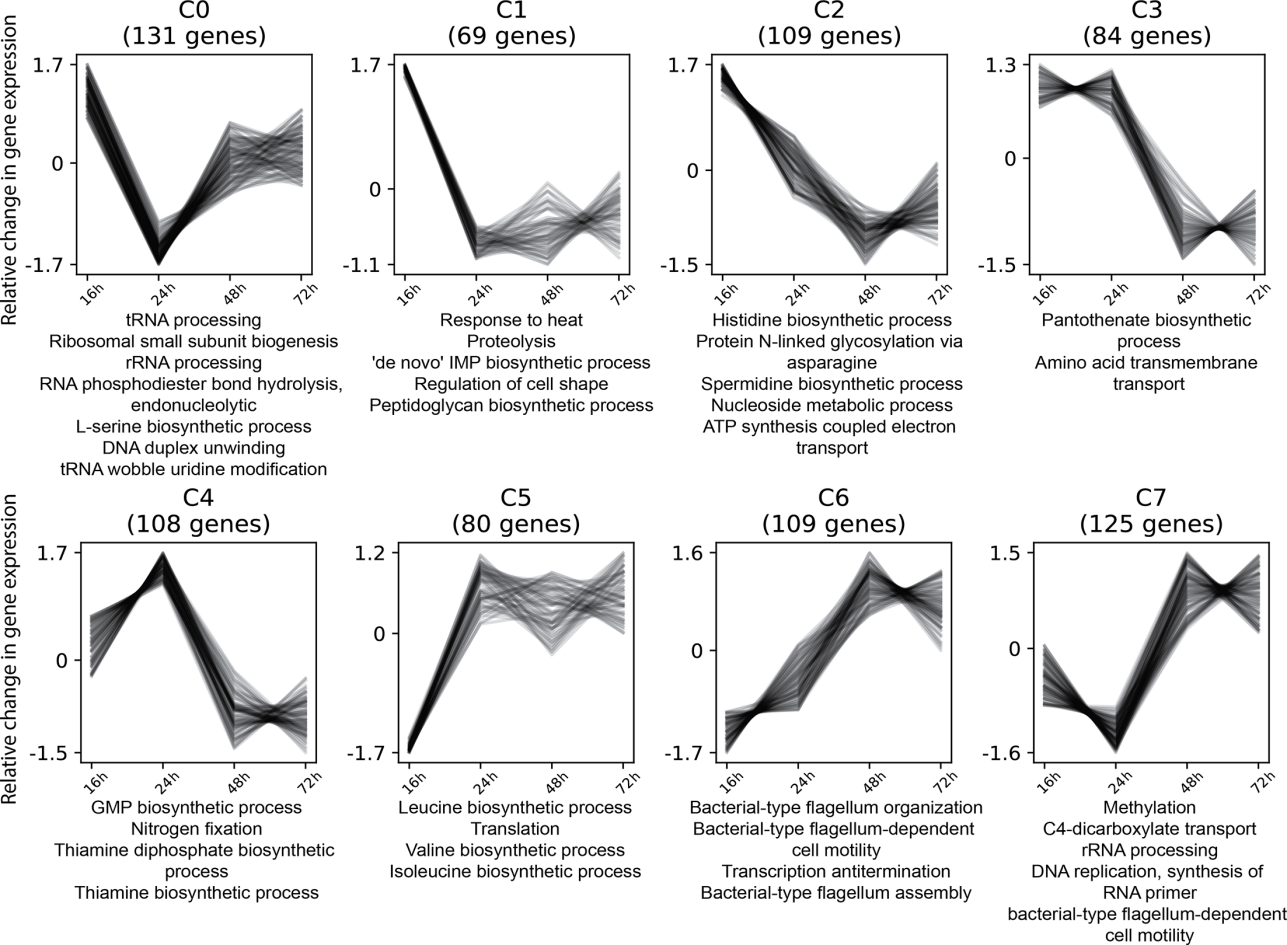
Cluster analysis of co-expressed genes and their most significant GO biological process terms. Eight co-expression clusters (C0‒C7) were identified based on relative changes in gene expression during biofilm development (16, 24, 48 and 72 h). Log_2_-fold change values were normalized. The numbers of genes in each cluster are provided in parentheses. Enriched GO biological processes are listed for each cluster, highlighting key functional categories associated with specific expression profiles. All listed GO biological processes are significantly enriched with adjusted *P*-values <0.05.

### Functional analysis

To further investigate transcriptional changes during *C. jejuni* biofilm development, we conducted functional analysis by performing over-representation analysis using GO terms for biological processes and KEGG pathways (Fig. 3). In 16 h biofilms, upregulation was observed for genes involved in the aa metabolism (cysteine and methionine), one-carbon metabolism, inorganic anion transport and cell motility. 

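In 16 h biofilm, genes of sulphur amino acid metabolism and of the flagellar hook rose while those of the flagellar filament fell. Of 13 listed genes of cysteine and methionine metabolism and uptake, 7 were higher, 2 were lower and 4 were not called (7 and 2 when adjusted over the list alone). The transporter gene cjaA (Cj0982c) had a log2 fold change of 2.15 (SE 0.14, adjusted p = 7.75e-10), and the 2 genes annotated metC' (Cj1392 and Cj1393) fell, with -1.34 (SE 0.31, adjusted p = 0.00149) and -1.95 (SE 0.23, adjusted p = 1.33e-06). As a set, the list was higher than other genes (camera adjusted p = 0.00069, and adjusted p = 0.19 with an estimated correlation). Of 15 flagellar rod, hook and other RpoN-class genes, 5 were higher, 0 were lower and 10 were not called (5 and 0 when adjusted over the list alone). The highest of them were flgG2 (Cj0697, 1.71, SE 0.15) and flgH (Cj0687c, 1.66, SE 0.17), and the set was higher than other genes (camera adjusted p = 2.93e-05, and adjusted p = 0.19 with an estimated correlation). Of 6 filament and other FliA-class genes, 0 were higher, 5 were lower and 1 was not called (0 and 5 when adjusted over the list alone). Here flaG (Cj0547) had -1.70 (SE 0.18, adjusted p = 3.56e-07) and the flagellin gene flaA (Cj1339c) -1.09 (SE 0.14, adjusted p = 2.6e-06, camera adjusted p = 0.000286, and adjusted p = 0.19 with an estimated correlation). All tests are from limma with 4 libraries per group.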

Downregulation was observed for genes involved in transcription regulation, protein folding and the electron transport chain. 

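Heat shock regulators and some respiratory genes were lower in 16 h biofilm than in planktonic cells. Of 16 listed heat shock and chaperone genes, 1 was higher, 6 were lower and 9 were not called (1 and 6 when adjusted over the list alone). The repressor gene hspR (Cj1230) fell with a log2 fold change of -2.50 (SE 0.18, adjusted p = 2.63e-09) and the chaperonin gene groES (Cj1220) with -2.90 (SE 0.21, adjusted p = 2.63e-09), whereas dnaJ (Cj1260c) rose, with 1.36 (SE 0.17, adjusted p = 2.2e-06). Of 9 genes of terminal oxidases and cytochrome bc1, 0 were higher, 4 were lower and 5 were not called (0 and 4 when adjusted over the list alone), led by ccoN (Cj1490c) with -1.48 (SE 0.14, adjusted p = 1.04e-07) and petB (Cj1185c) with -1.35 (SE 0.11, adjusted p = 7.34e-09, camera adjusted p = 0.00069, and adjusted p = 0.386 with an estimated correlation). Of 18 genes for other electron donors and acceptors, 0 were higher, 8 were lower and 10 were not called (0 and 8 when adjusted over the list alone). Among the lower ones were nrfA (Cj1357c) with -3.23 (SE 0.44, adjusted p = 8.64e-06) and Cj0265c with -2.40 (SE 0.28, adjusted p = 1.23e-06). This list passed as a set (camera adjusted p = 0.000298, and adjusted p = 0.52 with an estimated correlation). The heat shock list as a whole did not pass (camera adjusted p = 0.237). Complex I, with 0 genes higher, 1 lower and 13 not called (camera adjusted p = 0.288), did not pass either. Nor did ATP synthase, with 0 higher, 0 lower and 9 not called (camera adjusted p = 0.327).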

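Oxidative stress and sulphur amino acid genes rose together in 24 h biofilm. Of 16 listed oxidative stress genes, 10 were higher, 1 was lower and 5 were not called (10 and 1 when adjusted over the list alone). The thiol peroxidase gene tpx (Cj0779) had a log2 fold change of 3.16 (SE 0.34, adjusted p = 1.82e-07) and the methionine sulphoxide reductase gene msrP (Cj0379c) of 2.49 (SE 0.44, adjusted p = 8.68e-05), while the cytochrome c peroxidase homologue Cj0358 fell, with -2.09 (SE 0.19, adjusted p = 3.02e-08). The set passed (camera adjusted p = 0.0448, and adjusted p = 0.636 with an estimated correlation). With libraries scaled to the reads outside Cj1360c, 8 of its genes were higher and 5 lower. Of the 13 cysteine and methionine genes, 8 were higher, 1 was lower and 4 were not called (8 and 1 when adjusted over the list alone), with metAA (Cj1726c) at 3.12 (SE 0.16) and metB (Cj1727c) at 2.04 (SE 0.26, camera adjusted p = 0.0177, and adjusted p = 0.435 with an estimated correlation). Of 10 genes of leucine and branched-chain amino acid synthesis, 5 were higher, 0 were lower and 5 were not called (5 and 0 when adjusted over the list alone, camera adjusted p = 0.00136, and adjusted p = 0.308 with an estimated correlation). Motility genes were split by list, since of 23 genes of flagellar export, motor and regulation 1 was higher and 5 were lower. Of the RpoN-class genes, 7 were higher, 0 were lower and 8 were not called (7 and 0 when adjusted over the list alone, camera adjusted p = 0.000151, and adjusted p = 0.308 with an estimated correlation), and 1 was higher and 0 lower with libraries scaled to the reads outside Cj1360c. Of the FliA-class genes, 2 were higher, 0 were lower and 4 were not called (2 and 0 when adjusted over the list alone, camera adjusted p = 0.0448, and adjusted p = 0.664 with an estimated correlation), the highest being flaC (Cj0720c, 1.96, SE 0.15). Counts are from limma with 4 libraries per group.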

In 24 h biofilms, upregulation was observed for genes involved in translation, cell motility, oxidative stress response and several metabolic processes, including the aa metabolism (cysteine and leucine), fatty acid biosynthesis and thiamine diphosphate biosynthesis. 

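In 24 h biofilm, some genes of respiration were lower than in planktonic cells. Of 14 genes of respiratory complex I, 0 were higher, 5 were lower and 9 were not called (0 and 5 when adjusted over the list alone), among them nuoM (Cj1567c, log2 fold change -1.19, SE 0.22, adjusted p = 0.000105) and nuoN (Cj1566c, -1.06, SE 0.18, adjusted p = 5.36e-05), and 0 were called after scaling by the median of all genes. The set did not pass (camera adjusted p = 0.118). Of 9 genes of terminal oxidases and cytochrome bc1, 0 were higher, 3 were lower and 6 were not called (0 and 3 when adjusted over the list alone, camera adjusted p = 0.187), and the lowest was petB (Cj1185c), with -1.66 (SE 0.11, adjusted p = 2.14e-10). Purine synthesis did not pass as a set (camera adjusted p = 0.955). Of its 11 genes, 1 was higher, 1 was lower and 9 were not called (1 and 1 when adjusted over the list alone), where purB (Cj0023) rose, with 1.65 (SE 0.16, adjusted p = 6.85e-08), and purH (Cj0953c) fell, with -1.20 (SE 0.16, adjusted p = 3.08e-06), a call that was lost after median and quantile scaling. Tests are from limma with 4 libraries per group.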

Downregulation was observed for genes involved in nucleic acid metabolism and processing, transmembrane transport, dephosphorylation and cellular respiration. 

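Flagellar rod and hook genes rose as a block in 48 h biofilm. Of 15 RpoN-class genes, 15 were higher, 0 were lower and 0 were not called (15 and 0 when adjusted over the list alone), with a median log2 fold change of 2.32 against planktonic cells (camera adjusted p = 5.69e-16, and adjusted p = 0.0149 with an estimated correlation). flgD (Cj0042) had 2.96 (SE 0.19, adjusted p = 2.25e-10) and the minor flagellin gene flaD (Cj0887c) 2.58 (SE 0.15, adjusted p = 6.7e-11). Of the 6 filament and other FliA-class genes, 2 were higher, 0 were lower and 4 were not called (2 and 0 when adjusted over the list alone). Chaperones were led by dnaK (Cj0759), with 2.73 (SE 0.45, adjusted p = 4.98e-05), and grpE (Cj0758), with 2.72 (SE 0.40, adjusted p = 1.41e-05). Of the 16 heat shock genes, 4 were higher, 1 was lower and 11 were not called (4 and 1 when adjusted over the list alone), and as a set they did not pass (camera adjusted p = 0.0789). Their median log2 fold change of 0.30 became -0.12 with libraries scaled to the reads outside Cj1360c. Of 10 genes of branched-chain amino acid synthesis, 5 were higher, 0 were lower and 5 were not called (5 and 0 when adjusted over the list alone, camera adjusted p = 0.0283, and adjusted p = 0.366 with an estimated correlation). Tests are from limma with 4 libraries per group.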

In 48 h biofilms, upregulation was observed for genes involved in translation, protein folding, cell motility and leucine biosynthesis. Downregulation was observed for cellular respiration and transmembrane transport. 

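Genes of respiration fell in 48 h biofilm, those of complex I among them. Of 14 nuo genes, 0 were higher, 7 were lower and 7 were not called (0 and 7 when adjusted over the list alone), led by nuoM (Cj1567c), with a log2 fold change of -1.88 (SE 0.22, adjusted p = 9.48e-07), and nuoI (Cj1571c), with -1.81 (SE 0.17, adjusted p = 9.9e-08, camera adjusted p = 3.41e-05, and adjusted p = 0.341 with an estimated correlation). Of 9 genes of terminal oxidases and cytochrome bc1, 0 were higher, 5 were lower and 4 were not called (0 and 6 when adjusted over the list alone). The bd-type oxidase gene cydB (Cj0082) had -1.82 (SE 0.24, adjusted p = 4.58e-06), and the list passed (camera adjusted p = 0.00522, and adjusted p = 0.402 with an estimated correlation). Of 10 genes of C4-dicarboxylate uptake and fumarate respiration, 0 were higher, 7 were lower and 3 were not called (0 and 7 when adjusted over the list alone, camera adjusted p = 0.02, and adjusted p = 0.531 with an estimated correlation). In all 3 lists, no gene was called higher under median, quantile or outside-Cj1360c scaling of the libraries. Values are from limma with 4 libraries of 48 h biofilm and 4 of planktonic cells.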

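In 72 h biofilm, flagellar rod and hook genes and some leucine genes were higher than in planktonic cells. Of 15 RpoN-class genes, 14 were higher, 0 were lower and 1 was not called (14 and 0 when adjusted over the list alone, camera adjusted p = 6.3e-12, and adjusted p = 0.0509 with an estimated correlation), and flgG2 (Cj0697) had a log2 fold change of 2.41 (SE 0.15, adjusted p = 2.37e-10) and Cj1463 of 2.29 (SE 0.25, adjusted p = 5.09e-07). Of the 6 FliA-class genes, 2 were higher, 0 were lower and 4 were not called (2 and 0 when adjusted over the list alone, camera adjusted p = 0.0257, and adjusted p = 0.371 with an estimated correlation), flaG (Cj0547) at 1.40 (SE 0.18, adjusted p = 3.44e-06) and the anti-sigma factor gene flgM (Cj1464) at 1.24 (SE 0.34, adjusted p = 0.00462). Of 10 branched-chain amino acid synthesis genes, 5 were higher, 0 were lower and 5 were not called (5 and 0 when adjusted over the list alone, camera adjusted p = 0.0168, and adjusted p = 0.287 with an estimated correlation). Proton transport was read from the ATP synthase genes. Of 9 of them, 2 were higher, 0 were lower and 7 were not called (2 and 0 when adjusted over the list alone, camera adjusted p = 0.0345, and adjusted p = 0.246 with an estimated correlation), namely atpG (Cj0106), with 1.04 (SE 0.15, adjusted p = 1.17e-05), and atpE (Cj0936), with 1.32 (SE 0.48, adjusted p = 0.0257). By limma, the call of atpG was lost without replicate 1 or 2 of 72 h biofilm or replicate 1 of planktonic cells, and that of atpE without any one of replicates 3 and 4 of 72 h biofilm and 2, 3 and 4 of planktonic cells.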

In 72 h biofilms, upregulation was observed for genes involved in translation, cell motility, leucine biosynthesis and proton transmembrane transport. Downregulation was observed for genes involved in cellular respiration, iron ion transport, transmembrane transport and capsular polysaccharide (CPS) biosynthesis (Fig. 3a). 

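Iron uptake and capsule genes were lower in 72 h biofilm, and some respiratory genes with them. Of 21 listed iron uptake genes, 1 was higher, 14 were lower and 6 were not called (1 and 14 when adjusted over the list alone, camera adjusted p = 0.000115, and adjusted p = 0.189 with an estimated correlation). The haem receptor gene chuA (Cj1614) had a log2 fold change of -2.13 (SE 0.26, adjusted p = 2.3e-06) and ceuB (Cj1352) of -2.36 (SE 0.30, adjusted p = 3.24e-06). In the capsule locus, 32 genes were measured and 0 were higher, 15 were lower and 17 were not called (0 and 15 when adjusted over the list alone, camera adjusted p = 0.0168, and adjusted p = 0.123 with an estimated correlation). Capsule genes Cj1437c, with -3.57 (SE 0.51, adjusted p = 1.1e-05), and Cj1433c, with -3.14 (SE 0.36, adjusted p = 8.19e-07), were among the lowest. Of the 9 genes of terminal oxidases and cytochrome bc1, 1 was higher, 4 were lower and 4 were not called (1 and 4 when adjusted over the list alone, camera adjusted p = 0.0248, and adjusted p = 0.436 with an estimated correlation), with ccoQ (Cj1488c) as the one that rose (1.85, SE 0.48, adjusted p = 0.00312). Of the 14 complex I genes, 0 were higher, 3 were lower and 11 were not called (1 and 3 when adjusted over the list alone, camera adjusted p = 0.0192, and adjusted p = 0.411 with an estimated correlation), and 3 were higher and 0 lower at 72 h than at 48 h (camera adjusted p = 0.000209, and adjusted p = 0.271 with an estimated correlation). Tests are from limma with 4 libraries per group.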

The analysis of significant GO molecular function terms across all time points is provided in Fig. S2.

**Fig. 3.**
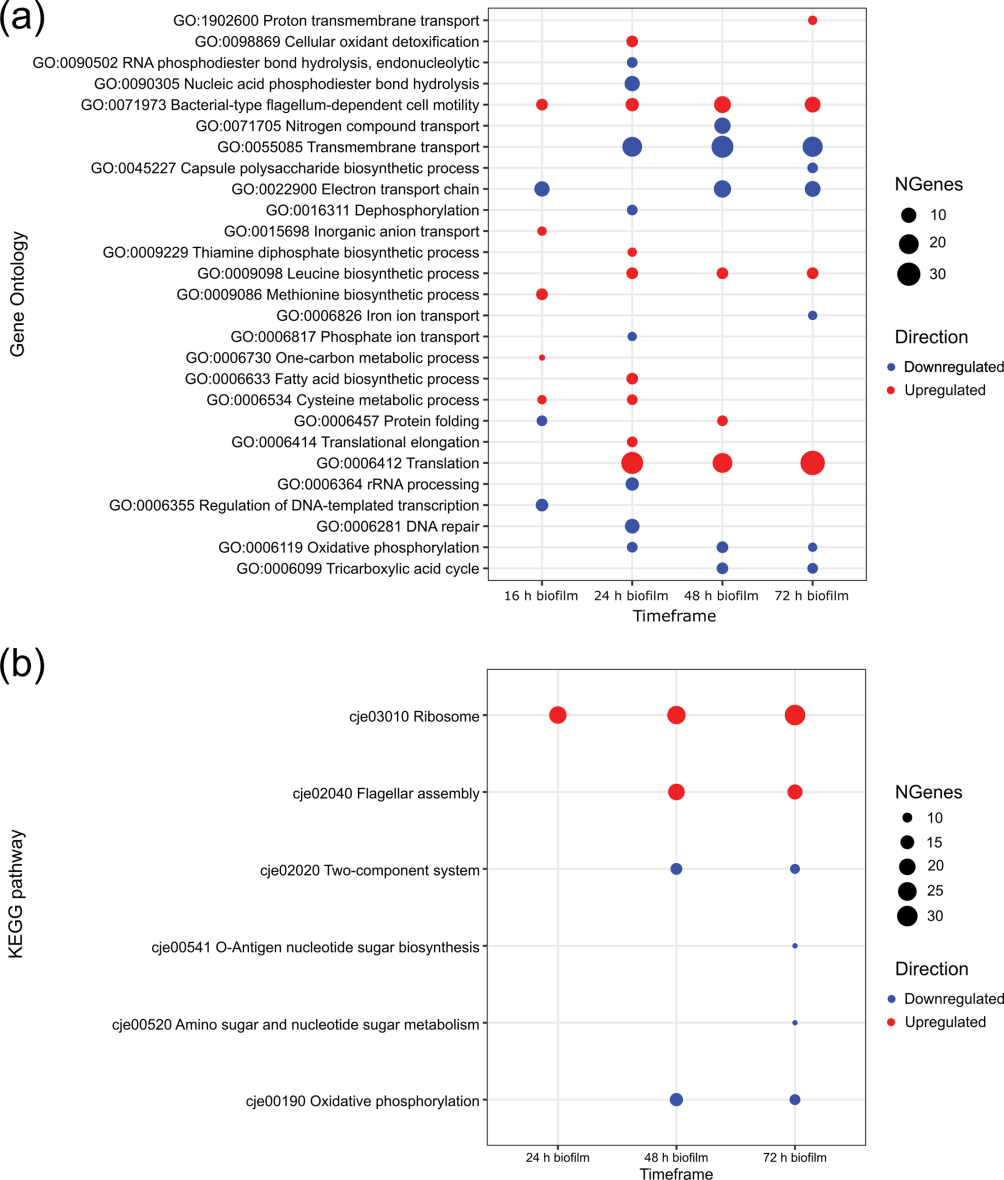
Functional enrichment analysis of DEGs with GO terms and KEGG pathways, with their corresponding ID numbers. (a) Enrichment analysis of GO biological processes. (b) Enrichment analysis of KEGG pathways. All listed categories are significantly enriched with adjusted *P*-values <0.05. Downregulated and upregulated categories are depicted in blue and red, respectively. The size of the dot represents the number of genes that were significantly expressed in each category.

KEGG pathway analysis showed no enriched terms in 16 h biofilms. 

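In 24 h biofilm, many genes of ribosomal proteins were higher than in planktonic cells. Of 50 such genes, 22 were higher, 1 was lower and 27 were not called (22 and 1 when adjusted over the list alone, camera adjusted p = 0.000488, and adjusted p = 0.703 with an estimated correlation). rplM (Cj1480c) had a log2 fold change of 2.04 (SE 0.31, adjusted p = 1.55e-05) and rplD (Cj1706c) of 1.99 (SE 0.40, adjusted p = 0.000263), while rpmJ (Cj1591) fell, with -2.53 (SE 0.41, adjusted p = 3.09e-05). The median of the 50 genes was 0.85 and stayed above 0 under each scaling, although with libraries scaled to the reads outside Cj1360c it was 0.20 and 5 genes were higher and 5 lower by limma.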

In 24 h biofilms, genes involved in the ribosome pathway were upregulated. In 48 h biofilms, genes involved in ribosome and cell motility pathways were upregulated, and genes involved in energy metabolism and signal transduction were downregulated. 

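Some ribosomal protein genes were higher than in planktonic cells in 48 h biofilm. Of 50 genes, 15 were higher, 0 were lower and 35 were not called (15 and 0 when adjusted over the list alone, camera adjusted p = 3.41e-05, and adjusted p = 0.531 with an estimated correlation), the highest being rplD (Cj1706c), with a log2 fold change of 2.44 (SE 0.40, adjusted p = 4.86e-05), and rplM (Cj1480c), with 2.33 (SE 0.31, adjusted p = 5.23e-06). Among motility genes, flgH (Cj0687c) rose with 2.64 (SE 0.17, adjusted p = 1.96e-10) and the sigma factor gene fliA (Cj0061c) with 1.37 (SE 0.12, adjusted p = 2.24e-08). The call of fliA was lost with libraries scaled to the reads outside Cj1360c. The signal transduction pathway of the paper was not tested here. The chemotaxis genes were counted as a list of their own and do not stand for that pathway. Of 17 of them, 3 were higher, 4 were lower and 10 were not called (3 and 4 when adjusted over the list alone, camera adjusted p = 0.233), where the receptor genes Cj1506c, with -1.49 (SE 0.17, adjusted p = 6.62e-07), and Cj1564, with -1.28 (SE 0.23, adjusted p = 0.000118), fell and cetA (Cj1190c) rose, with 1.19 (SE 0.27, adjusted p = 0.00114). All values are from limma with 4 libraries per group.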

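In 72 h biofilm, 30 of 50 ribosomal protein genes were higher than in planktonic cells, and in the LOS locus 9 of 16 genes were lower. Of the ribosomal protein genes, 30 were higher, 1 was lower and 19 were not called (30 and 1 when adjusted over the list alone, camera adjusted p = 6.44e-09, and adjusted p = 0.371 with an estimated correlation). rplD (Cj1706c) had a log2 fold change of 2.45 (SE 0.40, adjusted p = 5.05e-05) and rpsQ (Cj1698c) of 2.29 (SE 0.35, adjusted p = 2.73e-05), and rpsU (Cj0370) fell, with -1.13 (SE 0.35, adjusted p = 0.00957). Of the LOS genes, 0 were higher, 9 were lower and 7 were not called (0 and 9 when adjusted over the list alone, camera adjusted p = 0.00398, and adjusted p = 0.189 with an estimated correlation). Those with the largest falls included neuB1 (Cj1141), with -2.92 (SE 0.68, adjusted p = 0.00136), and cgtA (Cj1143), with -2.34 (SE 0.39, adjusted p = 6.12e-05) by limma. The LOS genes with the largest falls had few reads.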

In 72 h biofilms, genes involved in ribosome and cell motility pathways were upregulated, and genes involved in energy metabolism, signal transduction, O-antigen nt sugar biosynthesis (which includes LOS genes) and amino sugar and nt sugar metabolism were downregulated (Fig. 3b).

### Transcription factor (TF) activity

According to our analysis, significant activity was inferred for 6 out of 19 TFs: Fur, PerR, CmeR, CosR, RacR and FlgR (Fig. 4). The list of genes regulated by each TF, along with their log_2_-fold change (log_2_ FC) values, can be found in Data S2. An initial increase in TF activity (in 16 h biofilms), followed by a decrease in TF activity, was observed for PerR, which is a negative repressor of *katA* and *ahpC*, genes involved in regulating oxidative stress [17]. 

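The 102 genes that the authors link to PerR moved in both directions at each time, with 13 higher and 19 lower than in planktonic cells at 16 h, 26 and 14 at 24 h, 25 and 20 at 48 h, and 24 and 22 at 72 h. Of its targets, katA (Cj1385) fell at 16 h, with a log2 fold change of -2.12 (SE 0.68, adjusted p = 0.017), and ahpC (Cj0334), with -0.95 (SE 0.38, adjusted p = 0.0499), was just under the 2-fold threshold. The call of katA at 16 h was lost in 4 of 22 alternatives, among them limma-voom, the authors' deposited p-values and the fit without replicate 1 of the planktonic cells. As a set, the targets did not pass at any time with the preset correlation (camera adjusted p = 0.059 at 24 h), but they passed at 24 h with an estimated correlation (adjusted p = 0.0276). TF activity itself was not recomputed. Its targets come from an earlier study, but PerR was singled out on these libraries, so these calls by limma are not independent evidence.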

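Alkyl hydroperoxide reductase gene ahpC (Cj0334) rose from 11.51 ± 0.05 log2 c.p.m. (mean ± SD, n = 4) in planktonic cells to 14.27 ± 0.07 in 24 h biofilm, a log2 fold change of 2.76 (SE 0.38, adjusted p = 3.97e-06). In 48 h and 72 h biofilm its fold changes were 1.53 (SE 0.38, adjusted p = 0.00225) and 1.11 (SE 0.38, adjusted p = 0.0177). For the catalase gene katA (Cj1385), they were 2.84 (SE 0.68, adjusted p = 0.00175) at 48 h and 1.98 (SE 0.68, adjusted p = 0.0182) at 72 h. Replicates of the mature biofilms spread widely, from a katA level of 8.21 ± 1.39 log2 c.p.m. at 48 h to 7.36 ± 1.81 at 72 h, and at 72 h the calls of both genes were lost without replicate 3 or without replicate 4. ahpC fell between 24 h and 48 h, with -1.23 (SE 0.38, adjusted p = 0.00826), while the change of katA between these times, -0.75 (SE 0.68, adjusted p = 0.35), did not pass in limma.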

In 24, 48 and 72 h biofilms, *katA* and *ahpC* showed high log_2_ FC, with the highest log_2_ FC values of +3.62 and +2.76, respectively, in 24 h biofilms (Data S2). Both these genes are regulated by the Fur regulator, which showed increased activity in 24 h biofilms and decreased activity in 48 and 72 h biofilms. 

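Of 66 genes linked by the authors to Fur, 5 were higher and 21 lower than in planktonic cells at 16 h, 18 and 14 at 24 h, 9 and 21 at 48 h, and 8 and 20 at 72 h. Their set was lower than other genes at 16 h (camera adjusted p = 0.0099, and adjusted p = 0.115 with an estimated correlation) and did not pass at 24 h (camera adjusted p = 0.389), 48 h (camera adjusted p = 0.312) or 72 h (camera adjusted p = 0.251). The gene fur (Cj0400) itself had log2 fold changes of 0.04 (SE 0.14) at 24 h, -1.04 (SE 0.14) at 48 h and -0.42 (SE 0.14) at 72 h, and its call at 48 h was lost in 7 of 23 alternatives. Because the study singled out Fur by its own inference on these libraries, the counts by limma are not independent evidence.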

In 24 h biofilms, activity was decreased for the oxidative stress regulator, CosR, which negatively regulates *sodB* [18], and had a log_2_ FC of 2.81.

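The superoxide dismutase gene sodB (Cj0169), from 166373 to 167035 on the chromosome, rose from 10.73 ± 0.24 log2 c.p.m. (mean ± SD, n = 4) in planktonic cells to 13.55 ± 0.03 in 24 h biofilm, with a log2 fold change of 2.82 (SE 0.36, adjusted p = 1.97e-06). Of 29 genes linked by the authors to CosR, 16 were higher and 0 lower at 24 h, against 2 higher and 3 lower at 16 h, 6 and 2 at 48 h, and 6 and 1 at 72 h. At 24 h the set was higher than other genes (camera adjusted p = 3.5e-07, and adjusted p = 0.0276 with an estimated correlation). Between 24 h and 48 h, sodB fell again, with -2.01 (SE 0.36, adjusted p = 9.05e-05) in limma. CosR was singled out by the paper's inference on these libraries, so the set is no independent evidence.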

**Fig. 4.**
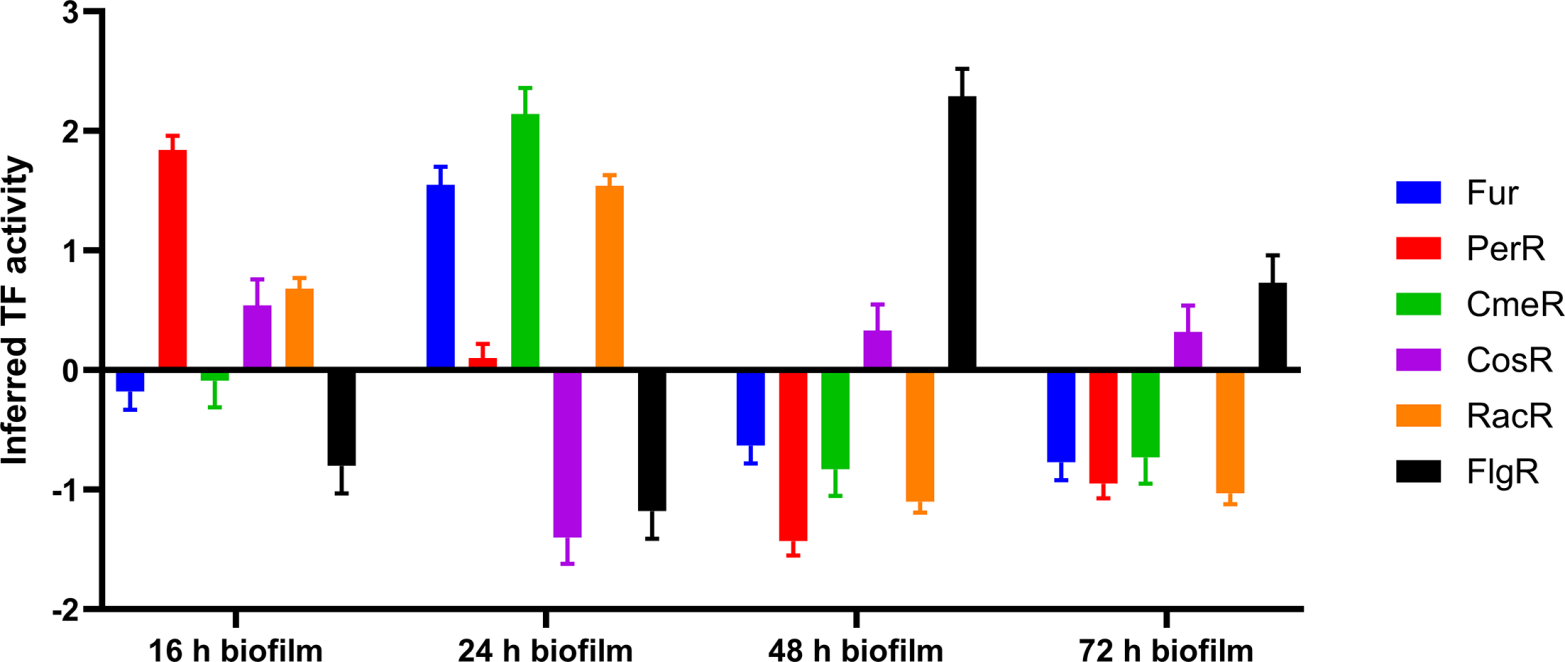
Inferred TF activity in different biofilms. The output from the TFInfer program [27] is shown for six TFs (Fur, PerR, CmeR, CosR, RacR and FlgR) across different stages of biofilm development (16, 24, 48 and 72 h). Error bars represent sd derived from the posterior distributions.

The highest TF activity was observed in 24 h biofilms, in which five TFs (Fur, CmeR, CosR, RacR and FlgR) had a high response (absolute activity >1; Fig. 4). The strongest increase in TF activity was observed for CmeR, a pleiotropic regulator involved in regulating the *cme* operon and many other genes with different functions [19]. The activity of CmeR decreased in 48 and 72 h biofilms. 

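Among 26 genes linked by the authors to CmeR, 3 were higher and 6 lower than in planktonic cells at 16 h, 6 and 8 at 24 h, 3 and 5 at 48 h, and 1 and 11 at 72 h. The bacteriohaemerythrin gene Cj0241c was higher in 24 h than in 16 h biofilm, with a log2 fold change of 2.18 (SE 0.63, adjusted p = 0.00542), and lower at 48 h than at 24 h, with -2.17 (SE 0.63, adjusted p = 0.00568). Its call against planktonic cells at 16 h (1.60, SE 0.63, adjusted p = 0.0483) was lost under several alternatives, among them 5 of the fits that left out 1 library. mfrA (Cj0437) went from 7.90 ± 0.21 log2 c.p.m. (mean ± SD, n = 4) in planktonic cells to 3.78 ± 0.20 at 24 h. The CmeR set did not pass at any time by limma and camera (camera adjusted p = 0.794 at 24 h). CmeR was singled out on these libraries, so its set is not independent evidence.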

In 24 h biofilms, among the genes regulated by CmeR, the highest log_2_ FC (+3.69) was observed for *Cj0241c*, which encodes bacteriohaemerythrin, and the lowest log_2_ FC (−4.09) was observed for *mfrA*, involved in C4-dicarboxylate transport and conversion. 

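The transporter gene dcuA (Cj0088) had a log2 fold change of -2.42 (SE 0.33, adjusted p = 3.63e-06) in 24 h biofilm against planktonic cells, and the aspartase gene aspA (Cj0087) of -2.66 (SE 0.40, adjusted p = 1.34e-05). For dcuB (Cj0671), it was -3.90 (SE 0.29, adjusted p = 1.17e-09). All 4 libraries of 24 h biofilm lay below all 4 planktonic libraries for dcuB, dcuA and aspA. All 3 were called under median, quantile and outside-Cj1360c scaling of the libraries alike, by limma with 4 libraries per group.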

Other genes involved in C4-dicarboxylate transport and conversion were also downregulated: *dcuA* (log_2_ FC=−2.42), *dcuB* (log_2_ FC=−3.90), *aspA* (log_2_ FC=−2.66) and *mfrA* (log_2_ FC=−4.09). These genes are involved in energy metabolism and are negatively regulated by RacR [20,21], which showed increased activity in 24 h biofilms and decreased activity in 48 and 72 h biofilms.

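157 genes are linked by the authors to RacR, and they moved both ways, with 12 higher and 29 lower at 16 h, 47 and 31 at 24 h, 32 and 32 at 48 h, and 31 and 28 at 72 h against planktonic cells. The set was higher than other genes at 24 h (camera adjusted p = 0.0135, and adjusted p = 0.0276 with an estimated correlation) and did not pass at 48 h (camera adjusted p = 0.945) or 72 h (camera adjusted p = 0.938). Of the C4-dicarboxylate genes, dcuA (Cj0088) rose between 24 h and 48 h with a log2 fold change of 1.55 (SE 0.33, adjusted p = 0.000432) and dcuB (Cj0671) with 2.54 (SE 0.29, adjusted p = 3.42e-07). Replicate 1 of 48 h biofilm lay above the others in the listed genes of this kind, and without it 3 of 10 were called higher between these times in place of 6. RacR was singled out by the study on these libraries, so its targets are not independent evidence, and the tests are from limma.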

The strongest response was observed for FlgR in 48 h biofilms, in which the largest number of genes involved in flagellar formation was strongly upregulated. 

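At 48 h, 19 of 22 genes linked by the authors to FlgR were higher than in planktonic cells and 0 were lower. The counts were 8 higher and 3 lower at 16 h, 12 and 0 at 24 h, and 20 and 1 at 72 h. As a set they were higher at 16 h (camera adjusted p = 5.22e-05, and adjusted p = 0.115 with an estimated correlation), at 24 h (camera adjusted p = 6.96e-07, and adjusted p = 0.0276 with an estimated correlation), at 48 h (camera adjusted p = 1.06e-20, and adjusted p = 0.00111 with an estimated correlation) and at 72 h (camera adjusted p = 4.7e-15, and adjusted p = 0.00518 with an estimated correlation). The regulator gene flgR (Cj1024c) rose itself, with a log2 fold change of 1.59 (SE 0.20, adjusted p = 1.16e-06) at 24 h, a call lost with libraries scaled to the reads outside Cj1360c, and 1.68 (SE 0.20, adjusted p = 1.11e-06) at 48 h, and its partner gene flgS (Cj0793) had 1.10 (SE 0.15, adjusted p = 9.97e-06) at 48 h, a call that was lost without replicate 1 of 48 h biofilm. FlgR was singled out on these libraries, so its targets are not independent evidence, and their calls are from limma.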

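Cj0040 lies from 59154 to 59477 on the chromosome, ahead of fliK (59493 to 61289). It had a log2 fold change of 4.38 (SE 0.42, adjusted p = 9.92e-08) in 48 h biofilm against planktonic cells. Expression of Cj0040 was low, at 0.11 ± 0.55 log2 c.p.m. (mean ± SD, n = 4) in planktonic cells and 4.50 ± 0.53 in 48 h biofilm. At 16, 24 and 72 h its log2 fold changes were 1.66 (SE 0.42), 2.01 (SE 0.42) and 2.34 (SE 0.42), each called by limma, and these 3 calls were lost with 5 added to each c.p.m. value.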

The highest log_2_ FC (+4.38) was observed for the gene *Cj0040*, which is annotated as a hypothetical protein. An InterPro scan revealed that this protein is homologous to a phosphotransferase/anion transport protein superfamily. This gene is located at the beginning of the locus for the flagellar hook protein.

## Methods

### Bacterial strains and growth conditions

*C. jejuni* NCTC11168 was stored in a solution (800 : 200 µl) of Mueller–Hinton (MH) broth (Oxoid, UK) and glycerol (Kemika, Croatia) at −80 °C. The frozen stock was transferred with a sterile loop onto Karmali agar (Oxoid, UK) supplemented with *Campylobacter-*selective Karmali supplement (Oxoid, UK). Plates were placed on a damp cloth in an airtight container (to prevent agar desiccation) and incubated in a microaerobic gas mixture (3% O_2_, 10% CO_2_ and 87% N_2_) at 42 °C. After 24 h, bacterial cultures were transferred to MH agar (Oxoid, UK) with a sterile swab and incubated for 24 h under microaerobic conditions at 42 °C. Bacteria were resuspended in MH broth to an OD at 600 nm of 0.1. For planktonic cells, 350 µl of resuspended bacteria was transferred to 7 ml of MH broth and incubated for 16 h (late exponential phase) under microaerobic conditions at 42 °C. After 16 h, cells were transferred to a 50 ml Falcon tube, mixed with a fixative consisting of 96% v/v absolute ethanol and 4% v/v phenol solution saturated with 0.1 M citrate buffer, pH 4.3±0.2 (all from Sigma-Aldrich), at a ratio of 1 : 5 (fixative:bacterial suspension), and placed on ice. For biofilm cells, 100 µl of resuspended bacteria was pipetted onto MH agar and spread out. Plates were placed in an airtight container with a damp cloth and incubated in a microaerobic gas mixture at 42 °C for 16, 24, 48 and 72 h. After incubation, 1 ml of fixative mix (1 : 5 fixative:MH broth) was pipetted onto each plate, and cells were scraped using a cell scraper. The bacterial suspension was transferred to a 15 ml Falcon tube and placed on ice. Cells were centrifuged at 5,000 ***g*** for 5 min at 4 °C, and the supernatant was removed. All experiments were conducted with four biological replicates.

### RNA isolation and quantification

RNA was isolated using a modified cetyltrimethylammonium bromide (CTAB) isolation protocol derived from a combination of two protocols [22,23] and purified using the Direct-zol RNA MiniPrep Kit (Zymo Research, USA). The RNA extraction buffer consisted of 100 mM TRIS-HCl (Promega, USA), 2 M sodium chloride (NaCl) (Merck, USA), DEPC-treated water, 25 mM EDTA disodium salt (2Na), pH 8.0, 2.5% (w/v) PVP10 MW 10,000, 2.0% (w/v) CTAB and 2.0% 2-mercaptoethanol (all from Sigma-Aldrich, USA) (added prior to RNA isolation). The phenol:chloroform:isoamyl alcohol solution was prepared with 25 ml of phenol solution, saturated with 0.1 M citrate buffer, pH 4.3±0.2, 24 ml of chloroform (Merck, USA) and 1 ml of isoamyl alcohol (Sigma-Aldrich, USA). CTAB lysis buffer (800 µl) was added to wet cell biomass (~850 mg) and vortexed for 15 s. The samples were incubated for 5 min at room temperature. After incubation, 800 µl of phenol:chloroform:isoamyl alcohol (25 : 24 : 1) solution was added to the samples and vortexed. Samples were centrifuged at 15,890 ***g*** for 5 min at 4 °C. The upper aqueous phase was carefully collected and transferred to an RNase-free microfuge tube and mixed with absolute ethanol at a ratio of 1 : 1. On-column RNA purification was conducted according to the manufacturer’s instructions, and RNA was eluted in 100 µl of RNase-free water. The RNA yield was 161–982 ng µl^−1^, and the samples were diluted to ~130 ng µl^−1^. The TURBO DNA-free Kit (Invitrogen, USA) was used to remove genomic DNA contamination using the manufacturer’s rigorous protocol. The absence of genomic DNA contamination was confirmed by agarose gel electrophoresis and qualitative PCR. Total RNA was quantified by the Qubit RNA broad-range assay (Invitrogen, USA) on a Qubit v4 fluorometer (Invitrogen, USA). RNA purity was assessed spectrophotometrically using a Lambda spectrophotometer (PerkinElmer, USA). RNA samples were considered pure if their absorption ratios were as follows: A_260_/A_280_=1.9–2.0 and A_260_/A_230_>2.0. RNA integrity was assessed with the Agilent 2100 Bioanalyzer and Agilent RNA 6000 Nano Kit (Agilent Technologies, USA).

### RNA-seq and data analysis

The preparation of a strand-speciﬁc transcriptome library and sequencing on the Illumina NovaSeq platform with 150 bp paired-end reads were conducted by Novogene (China). Raw reads containing the following were removed: (i) adapters, (ii) undetermined bases (N)>10 % and (iii) low-quality bases (Phred quality score ≤5). Read quality metrics were assessed using FastQC v0.11.9 [24]. Reads were aligned to the *C. jejuni* subsp. *jejuni* NCTC11168 (ATCC 700819) reference genome (NCBI Reference Sequence: NC_002163.1) and counted using STAR v2.7.10b [25] with default parameters. Differential gene expression was analysed in R v4.3.0 using the edgeR v3.42.4 and limma v3.56.2 packages. Raw counts were normalized using the trimmed mean of the M-value method, converted to log_2_ c.p.m. and processed using limma voom [26]. PCA of all samples (four biological replicates for five conditions) based on log_2_ c.p.m. was performed using the R built-in function prcomp. Hierarchical clustering of all samples was achieved using the hclust function with the ‘Pearson correlation method’. Biofilm samples from each time point (16, 24, 48 and 72 h) were compared against planktonic samples at 16 h. Noncoding sequences (tRNAs and rRNAs) were removed from downstream analyses. Genes with Benjamini–Hochberg false discovery rate-adjusted *P*-values of <0.05 and |log_2_ FC|≥1 were considered significantly differentially expressed. Inference of TF activities from the RNA-seq data was performed using TFInfer v1.0 [27] with a connectivity matrix of 19 TFs and 448 genes from a previous study [28].

### Functional and co-expression analyses

For functional enrichment analysis, a gene set collection containing GO or KEGG ID was created. GO data were obtained from BioCyc (https://biocyc.org/; accessed on 3 August 2023) and UniProt (https://www.uniprot.org/; accessed on 10 July 2022) and merged. Functional analysis was conducted using the BioConductor TopGO package in R (v2.52.0), which employs an over-representation analysis, using the Fisher exact test and default weight01 algorithm. Categories with weight *P*-values of <0.05 were considered significant. Over-representation analysis of KEGG pathways was conducted using the clusterProfiler v4.8.3 [29] enrichKEGG function. Categories with adjusted *P*-values of <0.05 and q-values of <0.2 were considered significant. For the identification of co-expressed gene clusters, the program clust v1.18.1 [30] was used with selected log_2_ FC normalization and a tightness parameter of 5. For the determination of genes that were over-represented in the clusters, over-representation analysis was conducted with the TopGO package. Categories with weight *P*-values of <0.05 were considered significant.

### Data visualization

The R package ggplot2 v3.5.1 was used (https://ggplot2.tidyverse.org) to create volcano and gene set enrichment bubble plots and to visualize PCA. The packages ggvenn v0.1.10 (https://github.com/yanlinlin82/ggvenn) and gplots v3.1.3 (https://github.com/talgalili/gplots) were used to create Venn diagrams and heatmaps, respectively.

## Discussion

The basis for our study was provided by two previous studies that elucidated the timelines of biofilm formation, maturation and spatial organization [12,13]. Although the timeline of biofilm development is well established, our understanding of the molecular mechanisms involved in biofilm development remains unclear. This could be addressed by determining transcriptomic variations at different stages of biofilm development [16]. Here, we report the first study to assess gene expression at different stages of *C. jejuni* biofilm development, confirming certain known key mechanisms and revealing additional new putative mechanisms.

We defined the different stages of our biofilm model based on the PCA results, which revealed five distinct transcriptomic profiles. A clear distinction can be observed between 16 h planktonic cultures, 16 h biofilms, 24 h biofilms, 48 h biofilms and 72 h biofilms, of which the latter two are more clustered together. 

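Biofilms of 48 h and 72 h were closer to each other (mean Pearson r across genes of 0.943 between their libraries) than planktonic cells were to 16 h biofilm (0.935). Biofilms of 24 h and 72 h had a mean r of 0.888. Within groups, mean r was 0.978 in planktonic cells, 0.983 in 16 h, 0.980 in 24 h, 0.968 in 48 h and 0.975 in 72 h biofilm. In each of the 20 libraries, the closest library belonged to the same group. Between neighbouring times, limma called 470 genes from 16 h to 24 h, 486 from 24 h to 48 h and 120 from 48 h to 72 h. The order of the first 2 counts turned with the filter at 10 c.p.m. (413 and 410) and with libraries scaled to the reads outside Cj1360c (671 and 494). The third count fell to 54 with the same filter and to 55 with 5 added to each c.p.m. value. Correlations across genes carry no p, since genes are not independent replicates.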

Although 16 and 24 h biofilms exhibited different transcriptomic profiles, we will collectively refer to them as ‘early biofilms’ in our discussion, as they share most of the genes we will focus on. Similarly, we will refer to 48 and 72 h biofilms as ‘mature biofilms’.

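Most of the cysteine and methionine genes named for early biofilms came down in mature biofilms, and the leucine genes rose between 16 h and 24 h. Between mature (48 and 72 h) and early (16 and 24 h) biofilms, cjaA (Cj0982c) had a log2 fold change of -2.33 (SE 0.10, adjusted p = 2.12e-13), metAA (Cj1726c) of -2.19 (SE 0.11, adjusted p = 3.72e-12), Cj0025c of -2.61 (SE 0.34, adjusted p = 1.37e-06), metB (Cj1727c) of -1.69 (SE 0.18, adjusted p = 1.49e-07) and cysM (Cj0912c) of -1.11 (SE 0.18, adjusted p = 1.96e-05). metE (Cj1201), with 0.84 (SE 0.42, adjusted p = 0.0829), and metF (Cj1202), with 0.22 (SE 0.26, adjusted p = 0.463), did not pass. metF was higher than in planktonic cells at 16 h (1.94, SE 0.37, adjusted p = 0.000292) and not called at 24 h (0.26, SE 0.37, adjusted p = 0.551). In 16 h biofilm, leuA (Cj1719c) was lower than in planktonic cells, with -1.53 (SE 0.26, adjusted p = 0.000107), and leuB (Cj1718c), leuC (Cj1717c) and leuD (Cj1716c) were not called, with log2 fold changes of -0.36 (SE 0.27), 0.51 (SE 0.30) and 0.57 (SE 0.21). limma gave the tests, with 8 libraries against 8 for mature against early biofilm, where same-numbered libraries of 48 h and 72 h were correlated and so not fully independent.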

In early biofilms, we observed a shift in aa metabolism, evident by the upregulation of genes involved in cysteine and methionine metabolism and transport (*Cj0025c*, *cjaA*, *cysM*, *metAA*, *metE*, *metF* and *metB*) and leucine metabolism (*leuABCD*). Cysteine can be synthesized *de novo* in the presence of exogenous hydrogen sulphide and thiosulphates, and methionine can be converted from cysteine. Cysteine is thought to be crucial for *C. jejuni* growth as it is required for the synthesis of proteins involved in Fe-S cluster biosynthesis [31]. Fe-S cluster complexes are present at the active sites of several key enzymes that play a crucial role in *C. jejuni* metabolism [32]. Two co-transcribed genes that are involved in the biosynthesis of Fe-S clusters in *C. jejuni* are *nifU* (encoding a scaffolding protein) and *iscS* (encoding a cysteine desulfurase) [33]. These genes showed consistent upregulation across all time points, with the highest log_2_ FC values observed in 24 h biofilms (+3.57 and +3.91, respectively). Both early and mature biofilms exhibited upregulated *leuABCD*, involved in leucine biosynthesis. Moreover, upregulated leucine metabolism was also detected in *C. jejuni* cells in the stationary phase [34]. 

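The Fe-S cluster genes nifU (Cj0239c, 221916 to 222887) and iscS (Cj0240c, 222897 to 224078) lie next to each other on the chromosome and were called higher at each time. nifU had log2 fold changes of 3.58 (SE 0.59, adjusted p = 3.54e-05) at 24 h, 1.58 (SE 0.59, adjusted p = 0.0288) at 48 h and 1.52 (SE 0.59, adjusted p = 0.0343) at 72 h, and the calls at 48 h and 72 h were lost without any single one of replicates 2 to 4 of either group. iscS had 1.44 (SE 0.40, adjusted p = 0.0066) at 16 h, 1.85 (SE 0.40, adjusted p = 0.00073) at 48 h and 1.69 (SE 0.40, adjusted p = 0.00147) at 72 h. The rise between 16 h and 24 h was itself called in limma, with 1.37 (SE 0.59, adjusted p = 0.0491) for nifU and 2.48 (SE 0.40, adjusted p = 2.43e-05) for iscS, as was the fall of both between 24 h and 48 h (-2.07 (SE 0.40, adjusted p = 0.000175) for iscS).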

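The leucine genes leuA (Cj1719c), leuB (Cj1718c), leuC (Cj1717c) and leuD (Cj1716c), which lie on the chromosome from 1627317 to 1631928, rose between 16 h and 24 h biofilm. Their log2 fold changes between these times were 3.82 (SE 0.26, adjusted p = 5.2e-10), 4.45 (SE 0.27, adjusted p = 8.6e-11), 3.49 (SE 0.30, adjusted p = 8.16e-09) and 2.17 (SE 0.21, adjusted p = 6.16e-08). Against planktonic cells, leuA had 2.29 (SE 0.26) at 24 h, 1.81 (SE 0.26) at 48 h and 1.17 (SE 0.26) at 72 h, and leuD 2.73 (SE 0.21), 1.81 (SE 0.21) and 1.95 (SE 0.21), all called by limma. leuB went from 2.00 ± 0.40 log2 c.p.m. (mean ± SD, n = 4) in planktonic cells to 6.08 ± 0.20 in 24 h biofilm. Between 24 h and 48 h, leuB (-1.14, SE 0.27, adjusted p = 0.00104) and leuC (-1.36, SE 0.30, adjusted p = 0.000564) came down in part.

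**Figure D2:**
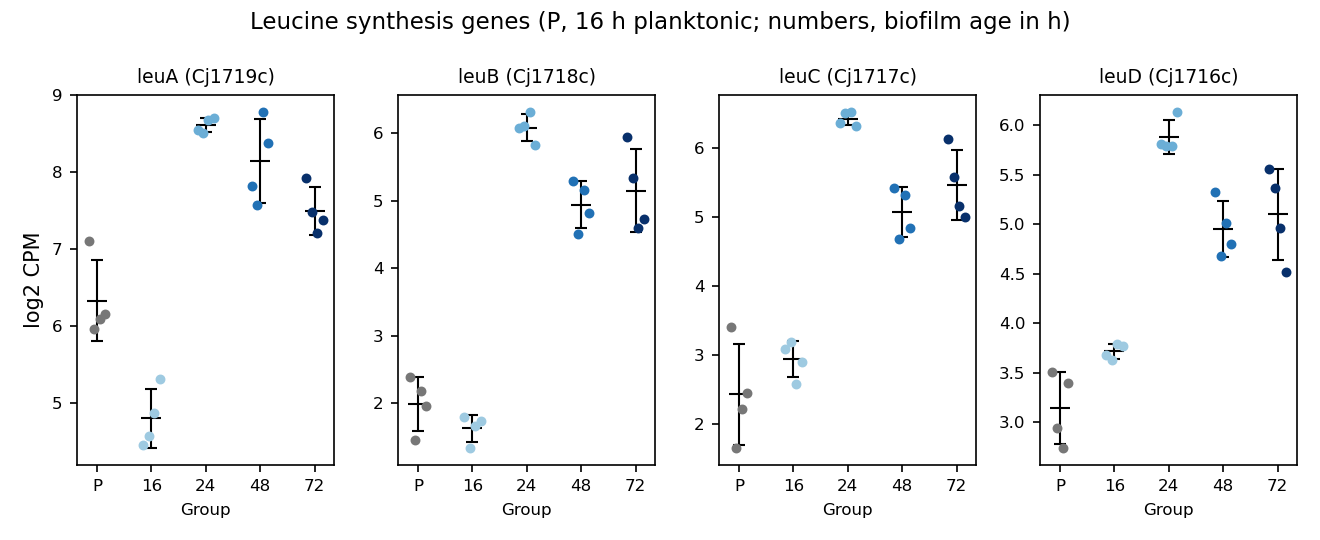
Log2 c.p.m. (y axis) of leuA (Cj1719c), leuB (Cj1718c), leuC (Cj1717c) and leuD (Cj1716c) in each library (points) of the 5 groups (x axis), with lines for the group means. In all 4 genes, the 24 h libraries lie above the planktonic and the 16 h libraries.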

Transcriptomic profiles of other bacteria suggest that biofilms share similar expression profiles with cells in the stationary phase [35,36]. *C. jejuni* is capable of both synthesizing leucine *de novo* and importing it via the LIV transport system [37]. 

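Expression of the LIV transporter genes changed little beside that of the leucine genes. Of 6 LIV genes, 0 were higher, 0 were lower and 6 were not called (0 and 0 when adjusted over the list alone) at 16 h against planktonic cells, and as a set they were higher than other genes (camera adjusted p = 0.0039, and adjusted p = 0.386 with an estimated correlation). At 24 h, 1 was higher, 1 was lower and 4 were not called (1 and 1 when adjusted over the list alone), since livJ (Cj1019c) rose, with a log2 fold change of 1.05 (SE 0.10, adjusted p = 4.33e-08), and livM (Cj1016c) fell, with -1.01 (SE 0.13, adjusted p = 1.29e-06). The call of livJ was lost after quantile scaling or with libraries scaled to the reads outside Cj1360c, and that of livM in 10 of 22 alternatives, among them median and quantile scaling, limma-voom and the authors' deposited p-values. At 48 h, 0 were higher, 2 were lower and 4 were not called (0 and 2 when adjusted over the list alone, camera adjusted p = 0.00492, and adjusted p = 0.366 with an estimated correlation), the lowest being livM, with -1.24 (SE 0.13, adjusted p = 2e-07), and livH (Cj1017c), with -1.15 (SE 0.11, adjusted p = 1.77e-07). At 72 h, 0 were higher, 0 were lower and 6 were not called (0 and 0 when adjusted over the list alone) by limma. From the unchanged or lower LIV genes and the higher leucine synthesis genes, the paper proposes that the cells relied on their own leucine synthesis in biofilms.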

Our data indicate that the expression of the LIV transporter was mostly unchanged, with some cases of downregulation, suggesting that active leucine uptake does not occur under these conditions. Since *C. jejuni* does not catabolize leucine as a carbon source [32] but uses it exclusively for protein synthesis, our results suggest that under biofilm conditions, *C. jejuni* primarily depends on endogenous leucine biosynthesis to meet its proteomic requirements.

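In C4-dicarboxylate uptake and fumarate respiration, 7 of 10 listed genes were lower than in planktonic cells at each of the 4 times, and 5 of them, aspA, mfrA, mfrB, mfrE and dcuB, were so at all 4, though the call of aspA at 72 h was lost in 10 of 23 alternatives, the authors' deposited p-values among them. At 16 h, 0 were higher, 7 were lower and 3 were not called (0 and 7 when adjusted over the list alone, camera adjusted p = 0.000286, and adjusted p = 0.407 with an estimated correlation). At 24 h, 0 were higher, 7 were lower and 3 were not called (0 and 7 when adjusted over the list alone, camera adjusted p = 0.0448, and adjusted p = 0.703 with an estimated correlation), and at 72 h, 0 were higher, 7 were lower and 3 were not called (0 and 7 when adjusted over the list alone, camera adjusted p = 0.0168, and adjusted p = 0.464 with an estimated correlation). dcuB (Cj0671) had a log2 fold change of -2.19 (SE 0.29, adjusted p = 4.84e-06) at 16 h, aspA (Cj0087) of -2.02 (SE 0.40, adjusted p = 0.000435) and dcuA (Cj0088) of -1.51 (SE 0.33, adjusted p = 0.00104). Fumarate reductase subunit gene frdC (Cj0408) fell at 16 h, with -1.98 (SE 0.21, adjusted p = 3.44e-07), but not at 24 h, with 0.07 (SE 0.21, adjusted p = 0.784). In mature against early biofilm, 6 of the 10 genes were called higher by limma, among them mfrA (Cj0437), with 1.81 (SE 0.26, adjusted p = 4.33e-06), and dcuB, with 1.80 (SE 0.20, adjusted p = 2.17e-07). Replicate 1 lay above the other libraries in the mean of this list, at 9.47 log2 c.p.m. against 8.11 to 8.31 at 48 h and 9.30 against 8.06 to 8.45 at 72 h, and without both of these libraries 3 genes were called higher and 1 lower.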

Genes involved in the transport and utilization of C-4 dicarboxylates (*dcuAB*, *aspA* and *mfrABE*) were downregulated in early biofilms, which has already been observed in *C. jejuni* biofilms [15] and stationary-phase cells [34]. *C. jejuni* possesses a highly branched electron transport chain that enables it to utilize a variety of electron donors [38], allowing metabolic flexibility and adaptation to changing environments. The downregulation of fumarate transport and conversion is likely attributed to the lower efficiency of fumarate as an electron acceptor when other favourable electron acceptors are available [20]. Fumarate, along with pyruvate, oxaloacetate and 2-oxoglutarate, is an intermediate that is directly fed into the citric acid cycle, which is important for energy production [32]. Interestingly, the addition of fumarate to growth media promotes planktonic growth and inhibits biofilm formation of strain 81–176 [39]. According to the TF activity analysis by TFInfer, changes in the expressions of genes involved in the transport and utilization of C-4 dicarboxylates are driven by increased activities of the transcriptional regulators RacR and CmeR.

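The paper names sodA among the oxidative stress genes of early biofilms, and sodB (Cj0169) was read in its place, as the tables hold no sodA. sodB and tpx (Cj0779) were higher than in planktonic cells at 16 h already, with log2 fold changes of 1.34 (SE 0.36, adjusted p = 0.0058) and 1.53 (SE 0.34, adjusted p = 0.00117). trxB (Cj0146c) was lower at 16 h, with -1.02 (SE 0.33, adjusted p = 0.0176), a call that was lost without replicate 1 or 2 of 16 h biofilm, and higher at 24 h, with 1.38 (SE 0.33, adjusted p = 0.00133), a call that was lost after quantile scaling and with libraries scaled to the reads outside Cj1360c. Of 16 listed genes, 3 were higher, 3 were lower and 10 were not called (3 and 3 when adjusted over the list alone) at 16 h, and 10 were higher and 0 lower in 24 h than in 16 h biofilm. In that direct comparison, ahpC (Cj0334) had 3.71 (SE 0.38, adjusted p = 8.61e-08), tpx 1.63 (SE 0.34, adjusted p = 0.000351), trxB 2.40 (SE 0.33, adjusted p = 3.85e-06) and sodB 1.48 (SE 0.36, adjusted p = 0.00156) by limma. The dps gene (Cj1534c) rose at 24 h too, with 1.72 (SE 0.22, adjusted p = 2.22e-06) against planktonic cells.

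**Figure D3:**
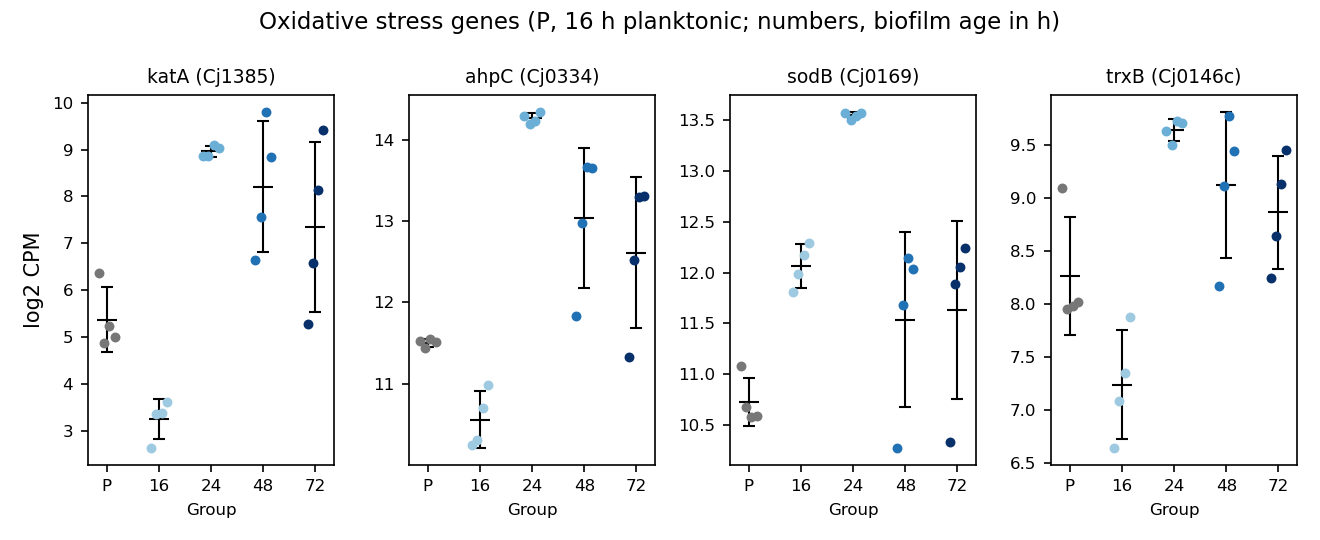
Log2 c.p.m. (y axis) of katA (Cj1385), ahpC (Cj0334), sodB (Cj0169) and trxB (Cj0146c) in each library (points) of the 5 groups (x axis), with lines for the group means. The 24 h libraries lie close together in each gene, whereas those of 48 h and 72 h biofilm spread widely, with an SD of 1.39 for katA at 48 h and of 1.81 at 72 h.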

Genes involved in oxidative stress responses (*katA*, *sodA*, *ahpC*, *tpx* and *trxB*) were upregulated in early biofilms. These genes detoxify reactive oxygen species (ROS), such as superoxide anion (O_2_^-^) and hydrogen peroxide (H_2_O_2_) [40], which are not only byproducts of aerobic respiration but are also constantly produced endogenously through the autoxidation of O_2_ on a range of both aerobic and non-aerobic respiratory flavoproteins. ROS can cause damage to various cellular components, including DNA, proteins and lipids [41]. The genes *katA*, *sodA* and *ahpC* are regulated by a complex interplay of PerR, CosR, RacR and Fur [17,18, 20, 42]. According to TFInfer, PerR was not active in 24 h biofilms. The high *katA* and *ahpC* expression in this stage can be attributed to the increased activity of Fur, which regulates these two genes [17] and showed increased activity in 24 h biofilms, as revealed by TFInfer. High *sodB* expression correlates with decreased CosR activity [18]. The genes *katA* and *ahpC* remained upregulated in mature biofilms. 

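Between 24 h and 48 h, 5 of 16 oxidative stress genes fell and 0 rose, sodB (Cj0169) among them. Against planktonic cells, 4 were higher, 1 was lower and 11 were not called (4 and 1 when adjusted over the list alone) at 48 h and 2 were higher, 1 was lower and 13 were not called (3 and 1 when adjusted over the list alone) at 72 h. Neither set passed (camera adjusted p = 0.305 at 48 h, and camera adjusted p = 0.692 at 72 h). The Cj1386 gene next to katA rose at 48 h, with a log2 fold change of 1.80 (SE 0.69, adjusted p = 0.0325), a call lost in 8 of 23 alternatives, and was not called at 72 h, with 0.32 (SE 0.69, adjusted p = 0.706). sodB and tpx (Cj0779) were no longer called, with 0.81 (SE 0.36, adjusted p = 0.0664) and 0.76 (SE 0.34, adjusted p = 0.0632) at 48 h. katA (Cj1385) was higher in mature than in early biofilm, with 1.68 (SE 0.48, adjusted p = 0.00473), and ahpC (Cj0334), with 0.41 (SE 0.27, adjusted p = 0.177), did not pass in limma. The difference of katA rests on its low level at 16 h. Against planktonic cells, katA had -2.12 at 16 h and 3.59 at 24 h, and its values at 48 h (2.84) and 72 h (1.98) lay below that at 24 h.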

Upregulation of genes involved in oxidative stress responses has been previously observed in *C. jejuni* [14,34], *Helicobacter pylori* [43] and *Pseudomonas aeruginosa* [44].

Interestingly, *C. jejuni* upregulates these oxidative stress genes not only under oxygen-rich or microaerobic biofilm conditions [45] but also in response to various other environmental stresses, such as temperature, acid, osmotic and starvation stresses [40]. The activation of *katA*, *sodB*, *ahpC* and other oxidative stress response genes in biofilms aligns with their broader role in counteracting ROS accumulation under diverse stress conditions. Biofilm growth reduces the penetration of nutrients into inner layers and limits the diffusion of metabolic wastes, resulting in nutritional limitation and physiological stress [46]. Consequently, upregulation of these oxidative stress genes likely mitigates ROS-related damage in biofilms.

In mature biofilms, especially in 72 h biofilms, genes involved in the CPS and LOS outer core were downregulated. 

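Genes of the capsule fell between 48 h and 72 h, and some of the LOS outer core with them. Of 32 capsule genes, 11 were lower and 0 higher in 72 h than in 48 h biofilm (camera adjusted p = 0.00035, and adjusted p = 0.0185 with an estimated correlation), among them glf (Cj1439c), with a log2 fold change of -2.92 (SE 0.27, adjusted p = 4.34e-07), and Cj1422c, with -2.85 (SE 0.47, adjusted p = 0.000256). Of 16 LOS genes, 6 were lower and 0 higher (camera adjusted p = 0.00613, and adjusted p = 0.271 with an estimated correlation), among them cstIII (Cj1140), with -1.69 (SE 0.46, adjusted p = 0.0121). With the libraries of these 2 times paired by replicate number, 9 capsule and 2 LOS genes were called lower and cstIII was not called. At 48 h against planktonic cells, 1 was higher, 4 were lower and 27 were not called (1 and 4 when adjusted over the list alone) of the capsule genes and 1 was higher, 4 were lower and 11 were not called (1 and 4 when adjusted over the list alone) of the LOS genes. The counts are from limma with 4 libraries of each time. The genes that fell had few reads. 30 capsule, LOS and flagellin glycosylation genes were lower at 72 h than in planktonic cells, and 20 of these had a mean of fewer than 40 reads in planktonic libraries. After a filter at a mean of 10 c.p.m., 6 genes of these lists were called lower.

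**Figure D4:**
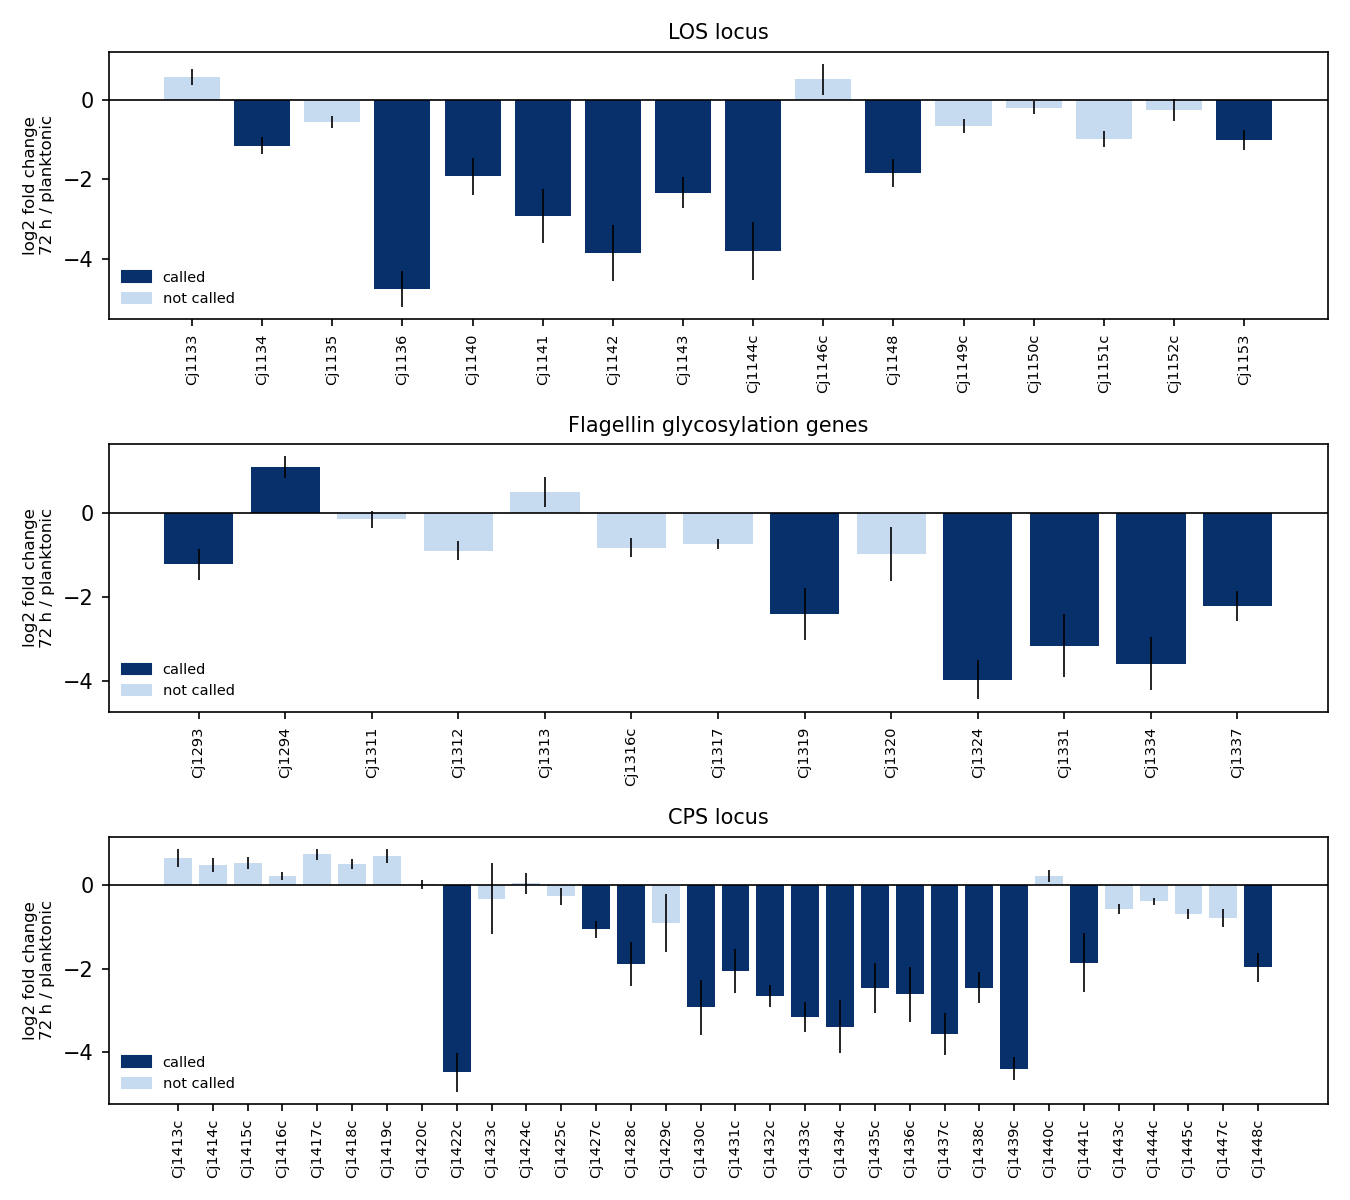
Log2 fold change between 72 h biofilm and planktonic cells (y axis, bars) of the measured genes of the LOS, flagellin glycosylation and capsule loci (x axis, in gene order). Error bars give the standard error, and dark bars mark called genes. The lowest value in the capsule locus is -4.48 in Cj1422c, and Cj1136, with 0 reads at 72 h, stands at a fitted value that depends on the prior count.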

LOS consists of short-chain sugar residues linked to the lipid A component in the outer membrane, influences bacterial interactions with the host or environment and contributes to outer membrane stability. In *C. jejuni*, the LOS biosynthesis cluster extends from *waaC* (*Cj1133*) to *cyf* (*Cj1153*) and contains genes involved in the biosynthesis of the inner and outer LOS cores, of which the outer core (*Cj1136–Cj1145c*) is a hypervariable region [5,47]. Deletions of various genes encoding the outer LOS core enhance biofilm formation in strain 81–176 [48].

CPS forms the outermost layer of many bacteria and plays an important role in the interactions between the bacterium, host and environment. In *C. jejuni*, genes encoding CPS are highly variable due to phase variation [49]. The effects of CPS gene mutations on *C. jejuni* virulence are strain- and cell-model-specific. For instance, an acapsular mutant *kpsM* (involved in CPS export) is less virulent in strain 81–176 than in strain 11168, which exhibits increased adhesion and invasion [50]. The effects of CPS gene mutations on *C. jejuni* biofilm formation also appear to be strain-specific, as deletion of *kpsM* increases biofilm production in strain 81–176 [51] and decreases biofilm production in strain 11168, which was, however, only investigated at later time points [50]. The CPS biosynthesis cluster in strain 11168 spans from *kpsS* (*Cj1413*) to *kpsM* (*Cj1448*) [52]. CPS are generally associated with reduced adherence and biofilm formation, as CPS-deficient mutants of *Streptococcus pneumoniae*, *Neisseria meningitidis*, *Staphylococcus aureus* and *Vibrio vulnificans* exhibit enhanced attachment to epithelial cells and increased biofilm development. CPS expression is often downregulated upon contact with epithelial surfaces and during biofilm formation [53]. Similarly, *C. jejuni* downregulates CPS when cocultured with epithelial cells [54], suggesting a host-adaptive response. Our data indicate that approximately half of this cluster is strongly downregulated in mature biofilms, supporting the role of CPS modulation beyond host adaptation and its involvement in biofilm development.

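Within the capsule locus, from kpsS (Cj1413c, starting at 1345102) to kpsM (Cj1448c, ending at 1387705), 13 of the 15 genes that fell at 72 h lay between Cj1422c and glf (Cj1439c). Of the 17 genes measured in this stretch, these 13 were called lower by limma against planktonic cells. Cj1423c, Cj1424c, Cj1425c and Cj1429c in it were not, with log2 fold changes of -0.32 (SE 0.84), 0.05 (SE 0.25), -0.27 (SE 0.19) and -0.90 (SE 0.70). Cj1432c had -2.64 (SE 0.26, adjusted p = 1.33e-07), Cj1438c -2.46 (SE 0.37, adjusted p = 2.46e-05) and Cj1434c -3.39 (SE 0.64, adjusted p = 0.000213). The capsule export genes kpsC (Cj1414c, 0.49, SE 0.17, adjusted p = 0.0207), kpsD (Cj1444c, -0.38, SE 0.09, adjusted p = 0.000996) and kpsE (Cj1445c, -0.69, SE 0.11, adjusted p = 6.25e-05) were not called, and kpsM fell, with -1.97 (SE 0.35, adjusted p = 0.000134).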

Loss of CPS and truncation of LOS increase surface hydrophobicity and DNA uptake, possibly because LOS can act as an electrostatic barrier (both polysaccharides and DNA are negatively charged) or a physical barrier, hindering the binding of DNA to receptors on the outer membrane [55]. Increased DNA uptake was previously observed in *C. jejuni* biofilms, with eDNA being the potential DNA substrate [13]. Interestingly, the genes *comCE* (*Cj1211*), involved in natural transformation, and *Cj0683*, implicated in the competence (pseudo)-pilus [56], were upregulated in our mature biofilms. This suggests that *C. jejuni* may regulate LOS/CPS in the later stages of biofilm development to accommodate the increased demand for DNA uptake/transformation. 

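The competence gene Cj1211 was not called in mature biofilms, with log2 fold changes of 0.82 (SE 0.88, adjusted p = 0.439) at 48 h and 1.15 (SE 0.88, adjusted p = 0.271) at 72 h against planktonic cells, and was called lower at 24 h, with -2.14 (SE 0.88, adjusted p = 0.0411), a call lost in 14 of 21 alternatives, the authors' deposited p-values among them. Cj0683 was called higher at 72 h, with 2.98 (SE 0.71, adjusted p = 0.00158), but not at 48 h, with 0.60 (SE 0.71, adjusted p = 0.483). Both genes had few reads. Cj0683 had 11 reads in the planktonic libraries together and 0 in the 24 h libraries, and its call at 72 h was lost with 5 added to each c.p.m. value. With standard errors of 0.71 or more, a 2-fold change of either gene would not have been called by limma with 4 libraries per group.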

As LOS/CPS can provide a physical barrier, downregulation of these genes may also facilitate nutrient uptake in *C. jejuni* biofilms.

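Flagellar genes changed by class. Of 15 rod, hook and other RpoN-class genes, 5 were higher than in planktonic cells at 16 h, 7 at 24 h, 15 at 48 h and 14 at 72 h, and 0 were lower. As a set they passed at 16 h (camera adjusted p = 2.93e-05, and adjusted p = 0.19 with an estimated correlation), 24 h (camera adjusted p = 0.000151, and adjusted p = 0.308 with an estimated correlation) and 72 h (camera adjusted p = 6.3e-12, and adjusted p = 0.0509 with an estimated correlation), but at 24 h only 1 gene stayed higher with libraries scaled to the reads outside Cj1360c. The hook gene flgE2 (Cj1729c) had log2 fold changes of 1.39 (SE 0.11) at 16 h, 1.81 (SE 0.11) at 24 h and 2.37 (SE 0.11) at 72 h. Filament genes were lower at 16 h and rose afterwards. The flagellin gene flaA (Cj1339c) went from 8.71 ± 0.13 log2 c.p.m. (mean ± SD, n = 4) in planktonic cells to 7.63 ± 0.21 at 16 h and 10.24 ± 0.23 at 24 h, and its rise between 16 h and 24 h was called by limma (2.62, SE 0.14, adjusted p = 9.96e-12). Of 23 genes of flagellar export, motor and regulation, 1 was higher, 0 were lower and 22 were not called (1 and 0 when adjusted over the list alone) at 16 h and 1 was higher, 5 were lower and 17 were not called (1 and 5 when adjusted over the list alone) at 24 h. At 48 h, 4 were higher, 4 were lower and 15 were not called (4 and 4 when adjusted over the list alone), and at 72 h, 2 were higher, 2 were lower and 19 were not called (2 and 2 when adjusted over the list alone). The motor gene motB (Cj0336c) fell, with -1.20 (SE 0.09, adjusted p = 1.57e-09) at 48 h. As a set, the list was lower than other genes at 24 h (camera adjusted p = 0.0177, and adjusted p = 0.255 with an estimated correlation), and its median log2 fold change of 0.09 at 48 h and 0.14 at 72 h turned to -0.33 and -0.13 with libraries scaled to the reads outside Cj1360c.

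**Figure D5:**
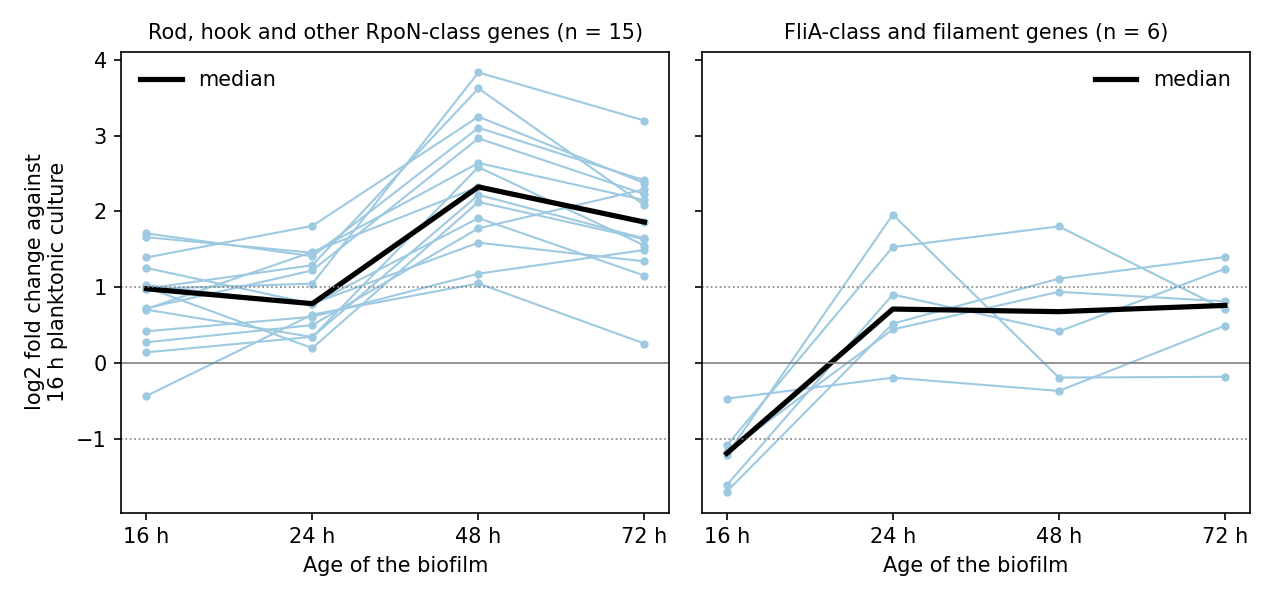
Log2 fold change against planktonic cells (y axis) of each gene (points) of the flagellar RpoN-class and FliA-class lists at 16, 24, 48 and 72 h (x axis). Black lines mark the list medians. The RpoN-class medians are 0.98, 0.78, 2.32 and 1.86, and the FliA-class median at 16 h is -1.19.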

In both early and mature biofilms, flagellar genes were strongly upregulated. 

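Between 24 h and 48 h, 11 of 15 RpoN-class flagellar genes rose and 0 fell (camera adjusted p = 3.78e-07, and adjusted p = 0.157 with an estimated correlation). fliK (Cj0041) had a log2 fold change of 2.79 (SE 0.23, adjusted p = 4.75e-09) between these times, flgB (Cj0528c) of 2.33 (SE 0.20, adjusted p = 9.94e-09) and flgD (Cj0042) of 1.74 (SE 0.19, adjusted p = 2.17e-07). In mature against early biofilm, 10 of the 15 genes were higher and 0 lower (camera adjusted p = 2.62e-07, and adjusted p = 0.274 with an estimated correlation), and 4 of the 6 FliA-class genes were higher, flaG (Cj0547) most, with 1.84 (SE 0.13, adjusted p = 2.67e-10). Between 48 h and 72 h, 2 of the RpoN-class genes fell, flgB, with -1.54 (SE 0.20, adjusted p = 3.28e-05), and flaD (Cj0887c), with -1.03 (SE 0.15, adjusted p = 9.92e-05), a call lost in 6 of 22 alternatives. Tests are from limma with 4 libraries per time.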

According to TFInfer, FlgR activity was observed in mature biofilms, when the number of flagellar genes increased compared to that of early biofilms. In addition to FlgR (part of the two-component system FlgR/FlgS), σ^28^ factor (*fliA*), σ^54^ factor (*rpoN*), anti-σ factor FlgM and FlhF GTPase [57] also regulate flagellar genes, possibly influencing the upregulation of flagellar genes in early biofilms. The upregulation of flagellar genes that we observed is consistent with the literature, as continuous expression of these genes has been observed in *C. jejuni* during biofilm formation [14] and even in stationary-phase cultures [34]. For adhesion and biofilm formation, a flagellar structure is required; however, its functionality is not crucial [13]. Flagella may also play a structural role in *C. jejuni* biofilms by acting as bridges in net-like connections between cells [58], and such a role was proposed during the biofilm formation of *H. pylori* (a close relative of *C. jejuni*) [43]. Similar structural functions have been observed in *Escherichia coli* macrocolony biofilms, where flagella tether cells together in the lower biofilm layers and contribute to the mechanical integrity of the biofilm. Their entanglement, driven by rotation, further stabilizes bacterial communities within macrocolony biofilms [59]. In *E. coli* pellicle biofilms, flagella have also been detected within the extracellular matrix, where they likely assist in biofilm stabilization by interacting with other matrix components [60]. These findings suggest that beyond adhesion, flagella act as key structural elements in *C. jejuni* biofilms, enhancing biofilm architecture and mechanical stability.

The observed downregulation of genes involved in the electron transport chain and oxidative phosphorylation suggests altered energy metabolism in *C. jejuni* biofilms. 

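Respiratory genes changed in both directions. Of 18 genes for other electron donors and acceptors, 6 were higher, 2 were lower and 10 were not called (6 and 2 when adjusted over the list alone) at 24 h, where the hydrogenase genes hydA (Cj1267c), hydB (Cj1266c) and hydC (Cj1265c) rose, with log2 fold changes of 1.75 (SE 0.16), 1.73 (SE 0.16) and 1.84 (SE 0.18). This direction was reversed with libraries scaled to the reads outside Cj1360c, which gave 3 higher and 6 lower genes. At 48 h, 0 were higher, 5 were lower and 13 were not called (0 and 5 when adjusted over the list alone), and at 72 h, 1 was higher, 5 were lower and 12 were not called (1 and 5 when adjusted over the list alone). The formate dehydrogenase gene fdhC (Cj1509c) had -1.85 (SE 0.15, adjusted p = 7.55e-09) at 72 h and Cj0004c had -1.92 (SE 0.25, adjusted p = 4.02e-06) at 48 h by limma. Complex I gene nuoL (Cj1568c) fell with -1.79 (SE 0.13, adjusted p = 1.57e-09) at 48 h and -1.24 (SE 0.13, adjusted p = 2.32e-07) at 72 h, and cydB (Cj0082) with -2.02 (SE 0.24, adjusted p = 1.4e-06) at 72 h. Of 9 ATP synthase genes, 2 were higher, 0 were lower and 7 were not called (2 and 0 when adjusted over the list alone) at 48 h.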

In mature biofilms, genes involved in the citric acid cycle were also downregulated. 

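In mature biofilms, few genes of the citric acid cycle were called. Of 12 genes, 0 were higher, 2 were lower and 10 were not called (0 and 2 when adjusted over the list alone) at 48 h and 0 were higher, 2 were lower and 10 were not called (0 and 2 when adjusted over the list alone) at 72 h, both times mqo (Cj0393c), with log2 fold changes of -1.10 (SE 0.24, adjusted p = 0.000774) and -1.06 (SE 0.24, adjusted p = 0.001), and the citrate synthase gene gltA (Cj1682c), with -1.41 (SE 0.36, adjusted p = 0.00267) and -1.07 (SE 0.36, adjusted p = 0.0161). At 72 h both calls were lost without replicate 3 or without replicate 4. The set did not pass at 48 h (camera adjusted p = 0.664) or at 72 h (camera adjusted p = 0.486). At 24 h, 3 were higher, 0 were lower and 9 were not called (3 and 0 when adjusted over the list alone), led by sucC (Cj0533), with 1.33 (SE 0.22, adjusted p = 4.59e-05), and oorA (Cj0536), with 1.21 (SE 0.13, adjusted p = 1.75e-07), and 0 were higher and 1 lower with libraries scaled to the reads outside Cj1360c. Calls are from limma with 4 libraries per group.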

To fulfil its energy requirements, *C. jejuni* relies on the citric acid cycle and can directly utilize its various intermediates as nutrient sources [32]. Downregulation of the citric acid cycle at later time points may indicate changes in nutrient availability of the catabolizable substrates within the biofilm microenvironment and/or lower energy requirements of cells, as oxidative phosphorylation was also downregulated. Moreover, this downregulation may serve as a strategy to reduce ROS production, which, as previously discussed, is an unavoidable consequence of respiration when O_₂_ is present [41]. Downregulation of genes involved in electron transport and the citric acid cycle was also observed in *H. pylori* biofilms [61], supporting the concept that microaerophilic pathogens may adopt a lower-energy metabolic state during biofilm maturation.

Downregulated transmembrane transport was common in both early and mature biofilms. 

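Transporters that fell at each of the 4 times were the phosphate genes pstS (Cj0613), pstC (Cj0614) and pstA (Cj0615), the iron genes cfbpB (Cj0174c), ceuB (Cj1352) and tonB2 (Cj1630), and dcuB (Cj0671). cfbpB had log2 fold changes of -1.03 (SE 0.39, adjusted p = 0.0393) at 16 h and -2.37 (SE 0.39, adjusted p = 3.45e-05) at 24 h against planktonic cells, and tonB2 of -2.69 (SE 0.44, adjusted p = 5.98e-05) and -2.25 (SE 0.44, adjusted p = 0.000197). The call of cfbpB at 16 h was lost under 11 of 21 alternatives. Other transporters rose, such as Cj0025c at each time and cmeA (Cj0367c) at 24 h, with 2.10 (SE 0.12, adjusted p = 3.8e-11). Tests are from limma with 4 libraries per group.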

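The efflux genes cmeD (Cj1031), cmeE (Cj1032) and cmeF (Cj1033) fell at 24 h, with log2 fold changes of -1.74 (SE 0.12, adjusted p = 2.98e-10), -1.97 (SE 0.12, adjusted p = 2.13e-10) and -1.52 (SE 0.13, adjusted p = 1.13e-08) against planktonic cells. Of the 6 genes of CmeABC and CmeDEF, 3 were higher, 3 were lower and 0 were not called (3 and 3 when adjusted over the list alone) at 24 h, because cmeA, cmeB and cmeC rose. At 16 h, 1 was higher, 0 were lower and 5 were not called (1 and 0 when adjusted over the list alone), at 48 h, 0 were higher, 2 were lower and 4 were not called (0 and 2 when adjusted over the list alone), and at 72 h, 0 were higher, 2 were lower and 4 were not called (0 and 2 when adjusted over the list alone). cmeE was lower at 48 h (-1.35, SE 0.12) and 72 h (-1.53, SE 0.12), and cmeD was not. Of the 4 pst genes, pstS (Cj0613) had -1.22 (SE 0.19, adjusted p = 1.52e-05) and pstC (Cj0614) -2.80 (SE 0.37, adjusted p = 2.88e-06) at 24 h, and pstB (Cj0616), with 0.84 (SE 0.19) at 24 h, was not called at any time by limma. Between 16 h and 24 h, 3 of the 6 efflux genes fell, all of CmeDEF, and between 24 h and 48 h 3 fell, all of CmeABC.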

Genes included in this functional category encode several transporters, including the efflux system CmeDEF (*Cj1031–Cj1033*), phosphate transport complex PstSACB (*Cj0613–Cj0616*) and iron transport complexes. Transcription of the *pstSACB* complex is activated under phosphate-limiting conditions [62]. However, this does not appear to be the case in our biofilm model, as we used complex media in our experiments. 

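Expression of the high-affinity phosphate transporter was low in early biofilm and lower in mature biofilm. pstS (Cj0613, 573224 to 574219 on the chromosome) had 8.68 ± 0.20 log2 c.p.m. (mean ± SD, n = 4) in planktonic cells, 6.85 ± 0.43 in 16 h, 7.45 ± 0.18 in 24 h, 4.19 ± 0.25 in 48 h and 3.55 ± 0.22 in 72 h biofilm. The fall between 24 h and 48 h was called in limma, with -3.27 (SE 0.19, adjusted p = 3.25e-11). Of the 4 listed genes, 0 were higher, 3 were lower and 1 was not called (0 and 3 when adjusted over the list alone) at 16 h (camera adjusted p = 0.00748, and adjusted p = 0.225 with an estimated correlation), and the same count held at 24 h, where the set did not pass (camera adjusted p = 0.219), at 48 h (camera adjusted p = 0.0337, and adjusted p = 0.366 with an estimated correlation) and at 72 h (camera adjusted p = 0.00893, and adjusted p = 0.189 with an estimated correlation). Conditions of this design differ in age and in growth mode, and the planktonic culture was sampled at 16 h only.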

*C. jejuni* has evolved several iron acquisition pathways [32], of which many were downregulated in our biofilms, including systems for ferric-enterobactin (*ceuBCDE*/*Cj1352–Cj1355*), haem (*ChuABCD*/*Cj1614–Cj1617*), ferric-rhodotorulic acid (p19/*Cj1659*, *Cj1658–Cj1663*), ferric-transferrin/lactoferrin (CfbpABC/*Cj0173c–Cj1735c*) and ferrous ion transporter *feoB* (*Cj1398*). 

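Fewer iron uptake genes were lower than in planktonic cells at 24 h than at 16 h or 48 h. The median log2 fold change of the list was -1.855, -0.713, -1.285 and -1.316 at 16, 24, 48 and 72 h. With libraries scaled to the reads outside Cj1360c, the times differed less, with -1.902, -1.314, -1.699 and -1.58. Of 21 genes, 0 were higher, 14 were lower and 7 were not called (0 and 14 when adjusted over the list alone) at 16 h (camera adjusted p = 8.83e-08, and adjusted p = 0.17 with an estimated correlation), 2 were higher, 6 were lower and 13 were not called (2 and 6 when adjusted over the list alone) at 24 h (camera adjusted p = 0.405) and 0 were higher, 14 were lower and 7 were not called (0 and 15 when adjusted over the list alone) at 48 h (camera adjusted p = 3.41e-05, and adjusted p = 0.341 with an estimated correlation). chuA (Cj1614) had a log2 fold change of -3.25 (SE 0.26, adjusted p = 1.12e-08) and Cj1658 of -2.55 (SE 0.18, adjusted p = 2.63e-09) at 16 h, and p19 (Cj1659) of -2.07 (SE 0.17, adjusted p = 1.18e-08). At 24 h, p19, with 1.66 (SE 0.17, adjusted p = 9.21e-08), and the enterobactin binding protein gene ceuE (Cj1355), with 3.00 (SE 0.14, adjusted p = 2.13e-12), were higher than in planktonic cells. ceuB (Cj1352), with -2.09 (SE 0.30, adjusted p = 7.21e-06), and ceuC (Cj1353), with -1.96 (SE 0.42, adjusted p = 0.000448), were lower. feoB (Cj1398) fell at 24 h only, with -1.52 (SE 0.31, adjusted p = 0.000329), and feoA (Cj1397) rose at 72 h, with 2.34 (SE 0.84, adjusted p = 0.0237), a call lost in 6 of 22 alternatives. Between 16 h and 24 h, 12 of the 21 genes rose and 1 fell (camera adjusted p = 0.0027, and adjusted p = 0.473 with an estimated correlation), with ceuE at 3.13 (SE 0.14, adjusted p = 2.41e-12) and p19 at 3.73 (SE 0.17, adjusted p = 2.41e-12) by limma.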

The downregulation of iron acquisition systems in our biofilm models suggests iron-repleted conditions, as these genes are upregulated under iron-limited conditions. Regulation of iron homeostasis is crucial as excess iron triggers oxidative stress via the Fenton reaction [63]. Based on the inferred TF activity of Fur, we could not explain the downregulation of iron transport genes, as most iron-responsive genes in *C. jejuni* are not directly or indirectly regulated by Fur [63,64].

Taken together, early and mature biofilms are characterized by increased expression of genes involved in flagella, leucine aa metabolism and oxidative stress responses and decreased expression of genes involved in energy metabolism, iron acquisition and transmembrane transport. Furthermore, early biofilms show increased expression of genes involved in cysteine and methionine aa metabolism, whereas mature biofilms show decreased CPS/LOS expression. 

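Between mature (48 and 72 h) and early (16 and 24 h) biofilms, limma called 381 genes, 223 higher and 158 lower in mature biofilm, on 8 libraries against 8. Libraries of 48 h and 72 h biofilm with the same replicate number were correlated once group means were removed (mean r 0.403). The 8 mature libraries are therefore not fully independent, and adjusted p-values of this comparison may be too small. Of 13 cysteine and methionine genes, 0 were higher, 6 were lower and 7 were not called (0 and 6 when adjusted over the list alone, camera adjusted p = 0.00397, and adjusted p = 0.358 with an estimated correlation). Of 32 capsule genes, 1 was higher, 12 were lower and 19 were not called (1 and 12 when adjusted over the list alone), and of 16 LOS genes, 1 was higher, 7 were lower and 8 were not called (1 and 7 when adjusted over the list alone, camera adjusted p = 0.0374, and adjusted p = 0.451 with an estimated correlation). The capsule list did not pass (camera adjusted p = 0.0877). The LOS gene cgtA (Cj1143) had a log2 fold change of -2.07 (SE 0.27, adjusted p = 1.81e-06) and glf (Cj1439c) of -2.13 (SE 0.19, adjusted p = 1.04e-08), and the adhesin gene peb3 (Cj0289c) of -4.77 (SE 0.11, adjusted p = 3.26e-17). The paper sums up, from comparisons with the same planktonic cells, that cysteine and methionine genes were raised in early biofilm and capsule and LOS genes lowered in mature biofilm.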

A graphical summary of these findings is depicted in Fig. 5. These distinct expression profiles of different biofilm stages underline the importance of temporally analysing gene expression, as this provides a more detailed understanding of the processes involved in biofilm formation and maturation.

**Fig. 5.**
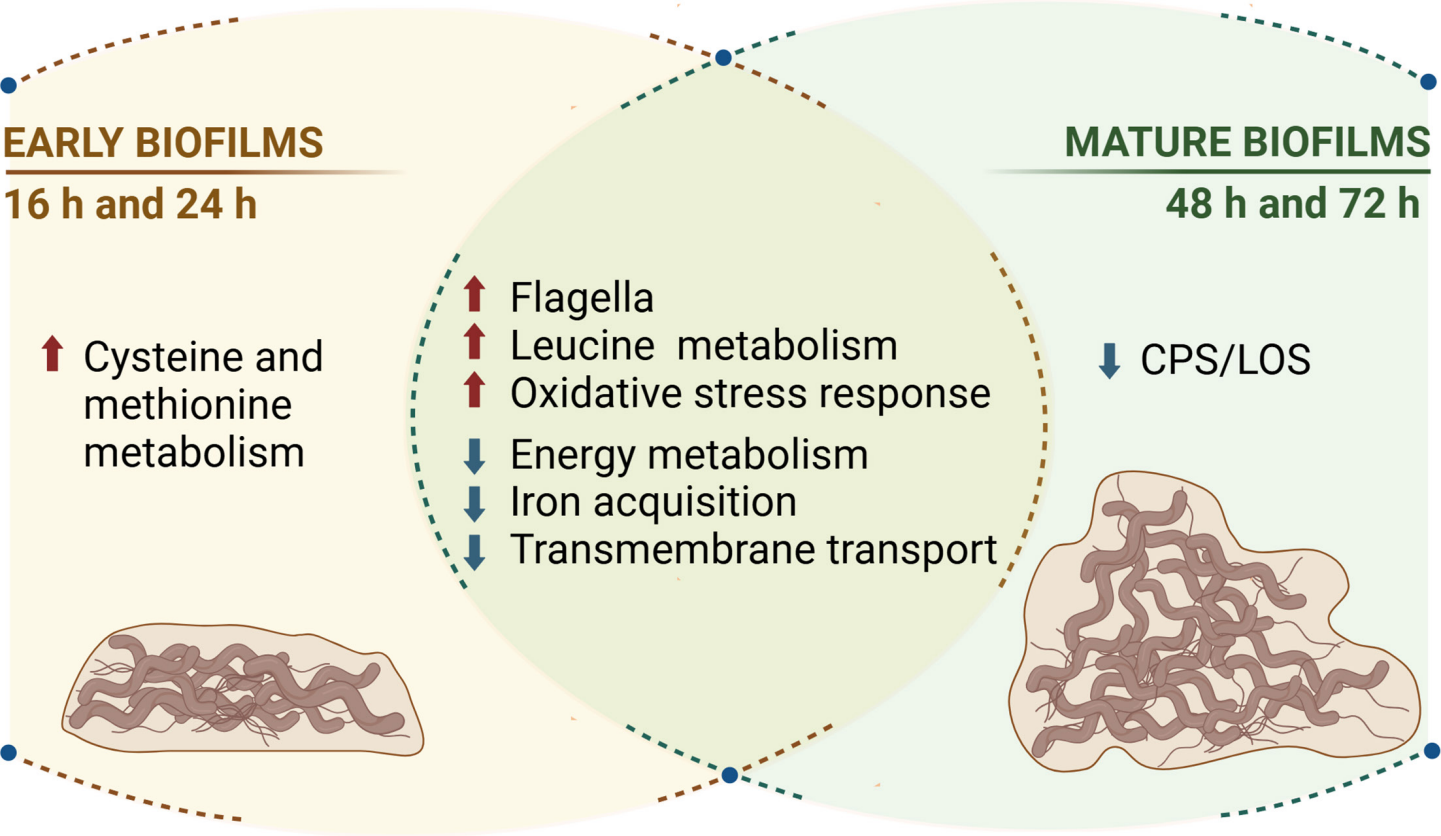
Graphical summary of gene expression profiles in early and mature biofilms of *C. jejuni*. The figure shows the upregulation (red arrows) and downregulation (blue arrows) of key functional categories at different biofilm stages, with early biofilms at 16 and 24 h and mature biofilms at 48 and 72 h.

Biofilm formation in *C. jejuni* is influenced by a complex interplay of environmental factors, including oxygen levels, nutrient availability and multiple species interactions, as well as transcriptional regulation, phase variation and strain-specific genetic differences [65,66]. The observed upregulation of oxidative stress genes and downregulation of CPS at later time points suggest that *C. jejuni* dynamically adjusts its surface structures and stress responses in biofilms, likely as an adaptation to nutrient limitation, metabolic waste accumulation and other microenvironmental pressures.

Biofilm formation in *C. jejuni* contributes to environmental persistence by protecting cells from oxidative stress, nutrient limitation and other external pressures [11,65, 67]. However, its direct role in *in vivo* virulence remains less defined. One study reported that biofilm-derived *C. jejuni* exhibited reduced colonization efficiency in young chickens compared to planktonic cells, suggesting that biofilm-associated phenotypes do not necessarily enhance pathogenicity. In contrast, *in vitro* virulence assays in cell culture models yielded inconsistent results, with variations depending on the strain and cell model used in the study [68]. Moreover, there is no clear evidence that *C. jejuni* forms biofilms within the gut or other host tissues, making it difficult to directly link biofilm formation to infection dynamics [4]. Nevertheless, biofilms enhance *C. jejuni* survival in external environments, such as food-processing facilities and water systems, which may indirectly increase transmission risk. Biofilm cells can persist on abiotic surfaces or in water for prolonged periods, facilitating the recontamination of livestock, including poultry, or direct infection through contaminated food or water [65].

Our biofilm models consist of biofilms on agar plates grown under optimal conditions. However, biofilm formation varies among *C. jejuni* strains, with host generalists (strains capable of colonizing multiple host species) often exhibiting stronger biofilm phenotypes than host specialists [66]. Biofilms are particularly relevant for strains cycling through multiple hosts or persisting in food-processing environments and water systems, where they facilitate survival and transmission [65]. Given the variability in biofilm formation among *C. jejuni* strains and their role in environmental persistence, future studies should investigate the dynamics of biofilm formation on different abiotic surfaces under both conditions that promote biofilm formation and those that simulate real food-processing environments. Comparative studies across diverse *C. jejuni* lineages could further elucidate how strain-specific differences influence biofilm formation, persistence and transmission. Such research will contribute to a more comprehensive understanding of the molecular mechanisms and adaptive strategies of *C. jejuni* in diverse environments.

## Supplementary material

10.1099/mgen.0.001387 Uncited Supplementary Material 1.

10.1099/mgen.0.001387 Uncited Supplementary Data Sheet 1.

10.1099/mgen.0.001387 Uncited Supplementary Data Sheet 2.

## Abbreviations

CPS: capsular polysaccharide
CTAB: cetyltrimethylammonium bromide
DEGs: differentially expressed genes
eDNA: environmental DNA
EDTA: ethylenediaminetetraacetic acid
Fe-S: iron–sulfur
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
log_2_ FC: log_2_-fold change
LOS: lipooligosaccharide
MH: Mueller–Hinton
NaCl: sodium chloride
OD600: optical density at 600 nm
PCA: principal component analysis
RNA-seq: RNA sequencing
ROS: reactive oxygen species
TF: transcription factor

# Supplementary material for: Temporal dynamics of gene expression during the development of Campylobacter jejuni biofilms
**Source:** Microb Genom. 2025 May 6;11(5):001387. doi: 10.1099/mgen.0.001387
**Supplement:** Uncited Supplementary Material 1.

Table S1. Aligned and mapped reads. The percentage of aligned reads and the number of uniquely mapped reads (in millions) for RNA samples extracted from 16 h planktonic cultures and 16 h, 24 h, 48 h, and 72 h biofilms.

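This table gives, for each RNA sample, the share of reads that STAR could place on the reference genome and the number placed at a single site. Reads counted in genes, recovered from the deposited log2 values, were fewer than those placed at a single site. In planktonic cells, 5211075 to 6686272 reads per library fell in genes, and in 24 h biofilm 3297821 to 7709203. Genes without a read numbered 1 to 4 per planktonic library, 4 to 14 per 24 h library and 3 to 10 per 72 h library. The change of Cj1136, with 0 reads in all 72 h libraries, is therefore given as a bound in the text.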

**Sample Name**	**% Aligned**	**Uniquely mapped reads (in million)**
16 h_1	87.2%	6.6
16 h_2	88.5%	6.7
16 h_3	89.2%	7.8
16 h_4	89.4%	8.2
16 h biofilm_1	88.0%	7.3
16 h biofilm_2	85.1%	5.7
16 h biofilm_3	90.1%	7.8
16 h biofilm_4	90.8%	9.9
24 h biofilm_1	91.3%	9.2
24 h biofilm_2	37.2%	3.8
24 h biofilm_3	81.3%	8.2
24 h biofilm_4	90.7%	6.2
48 h biofilm_1	85.1%	7.2
48 h biofilm_2	85.9%	7.4
48 h biofilm_3	82.0%	7.7
48 h biofilm_4	76.5%	5.7
72 h biofilm_1	70.4%	4.9
72 h biofilm_2	81.7%	7.6
72 h biofilm_3	83.5%	5.9
72 h biofilm_4	82.4%	5.6

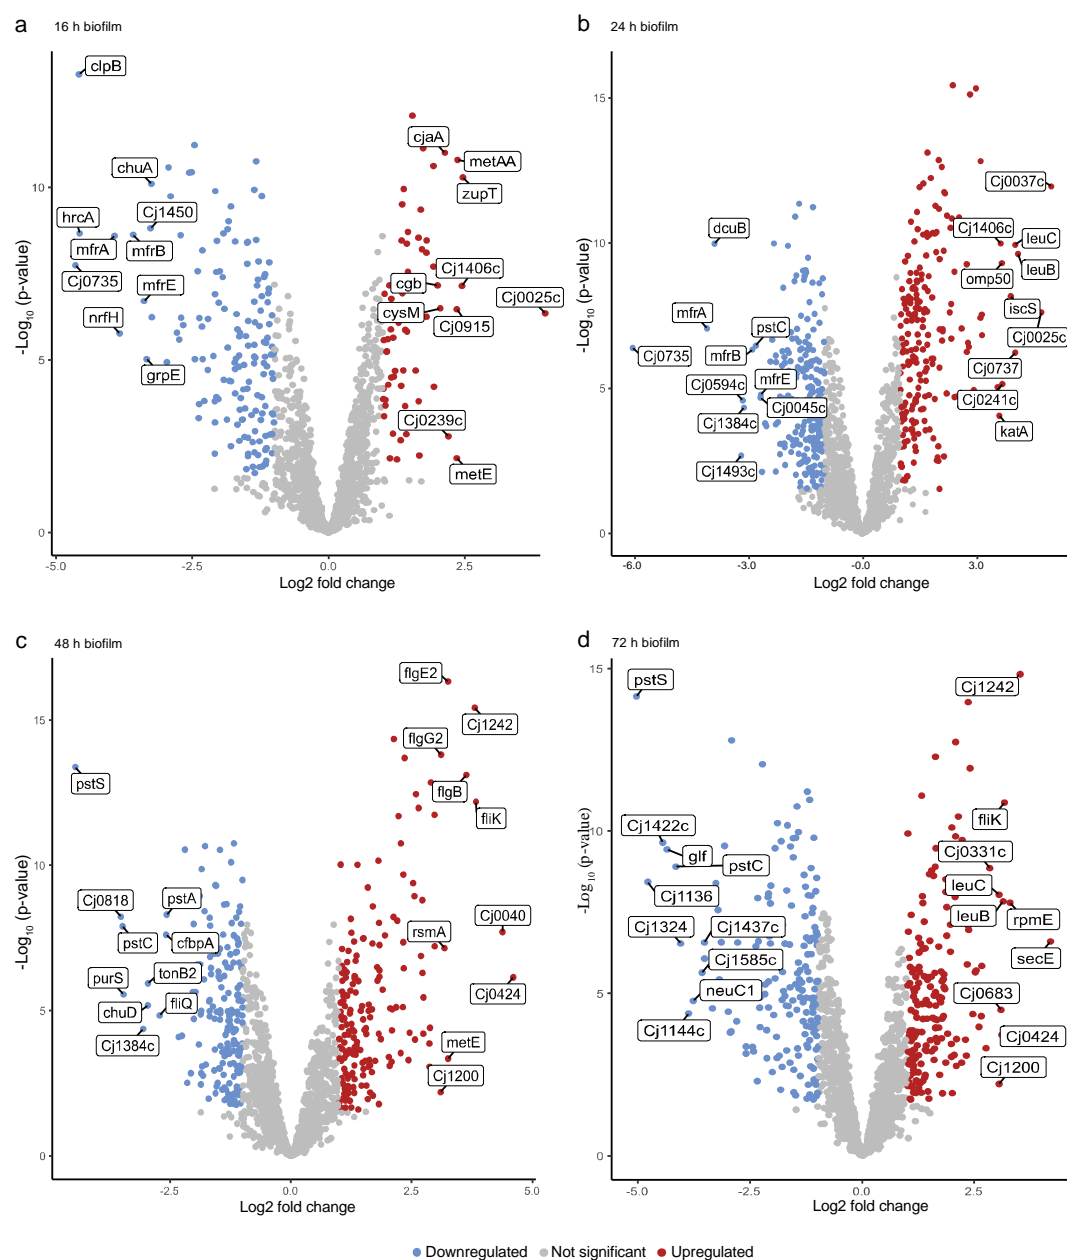

Fig. S1. Volcano plots of differentially expressed genes in biofilms at four time points compared to the planktonic culture. a) 16 h biofilms, b) 24 h biofilms, c) 48 h biofilms, and d) 72 h biofilms. Upregulated genes ($\log_2$ -fold change > 1 and adjusted p-value < 0.05) and downregulated genes ($\log_2$ -fold change < -1 and adjusted p-value < 0.05) are indicated in red and blue, respectively. Non-significant genes are shown in grey. The top 10 differentially expressed genes are labelled in each plot.

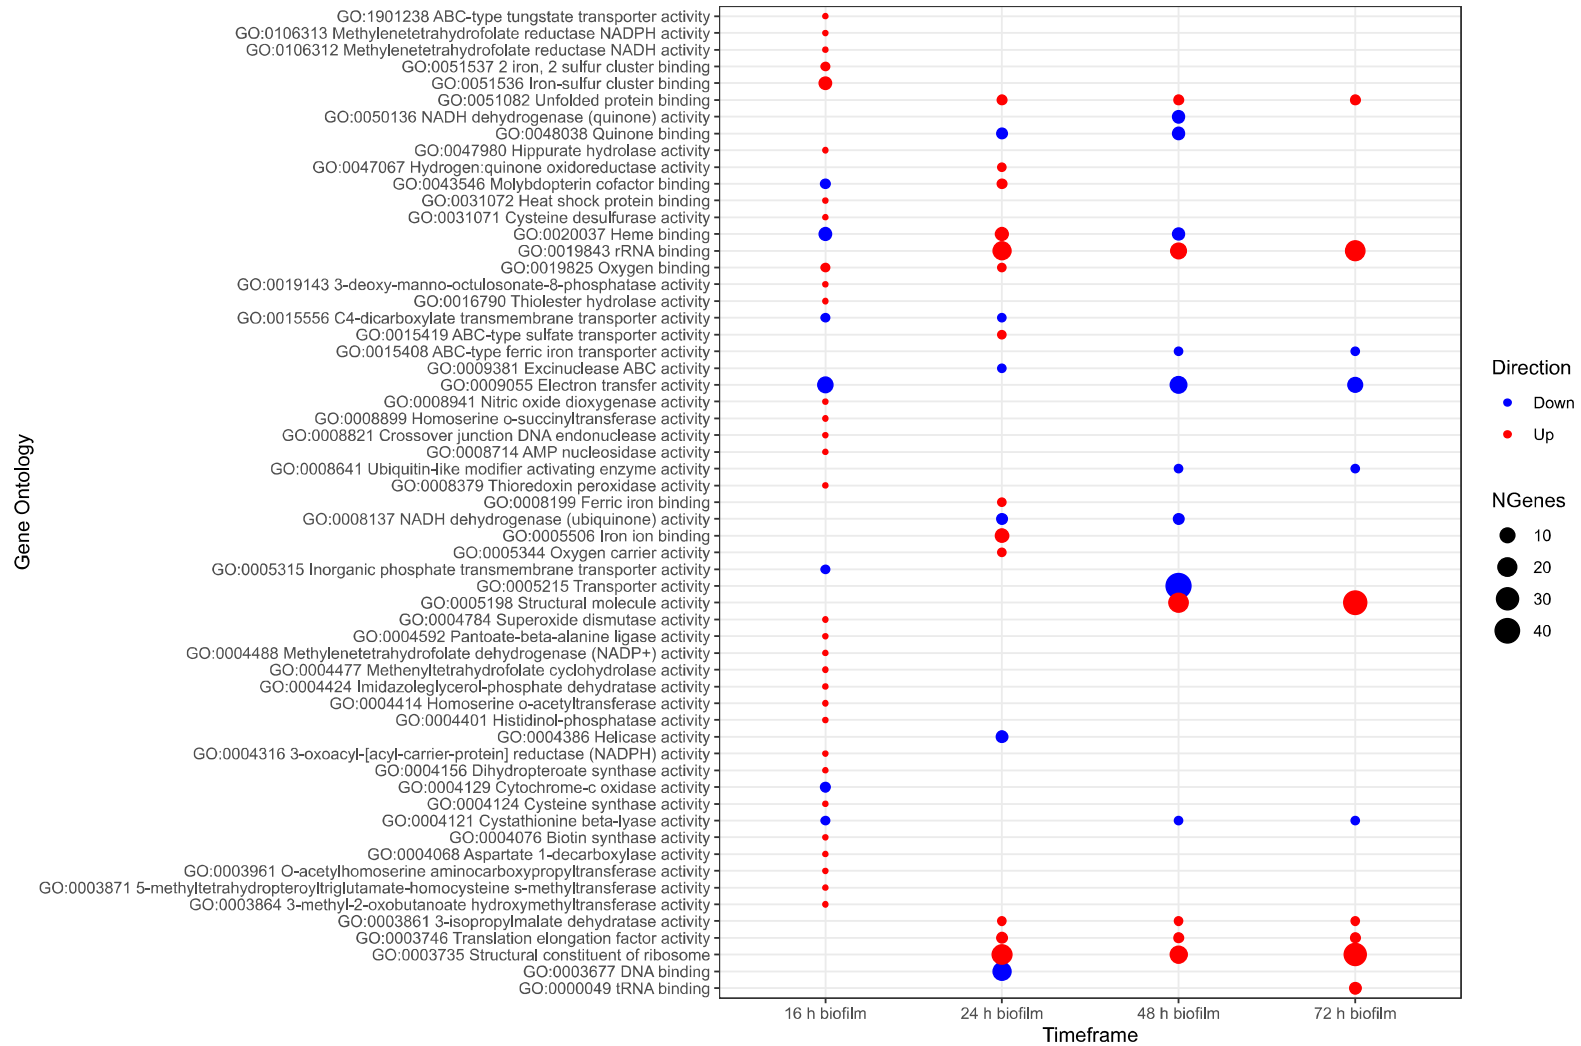

Fig. S2. Functional enrichment analysis of differentially expressed genes with gene ontology (GO) molecular function terms. All listed categories are significantly enriched with adjusted p-values < 0.05. Downregulated and upregulated genes are depicted in blue and red, respectively. The size of the dot represents the number of genes that were significantly expressed in each category.

How the deposited data were processed for this re-analysis (not part of the article)

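RNA from 20 cultures of *C. jejuni* was measured, 4 biological replicates each of planktonic cells at 16 h and of biofilms at 16, 24, 48 and 72 h. The authors checked the reads with FastQC, aligned and counted them with STAR 2.7.10b on the genome NC_002163.1, and used R 4.3.0 with edgeR 3.42.4 and limma 3.56.2, per the paper and the submitters' processing notes. The log2 values were deposited as log2 c.p.m., which the authors made by scaling each library with the trimmed mean of M-values (TMM) and adding a prior count. Log2 fold changes, p-values and adjusted p-values (FDR) were deposited beside them in a second table, which the authors made with limma voom from the same reads. Both tables hold 1504 genes, with no tRNA or rRNA gene, and their shared columns differ by no more than 0.005 on the log2 scale.

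Whole numbers of reads were recovered from the log2 values to test their unit. With a prior count of 0.5, all 30080 values returned a whole number of reads within 0.01. Reads in genes per library ranged from 3297821 to 8160413, and reads outside Cj1360c from 975410 to 4208305. Between 0 and 14 genes per library had no read. Recovered reads served for depth, for bounds on genes with few reads and for alternatives. Where all libraries of a group had 0 reads, the fold change is given as a bound against a floor of 3 reads over the group, and with 1 to 3 reads as a ratio with a 95% counting interval.

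All 20 libraries were fitted together in limma 3.58.1 (R 4.3.3, statmod 1.5.0) with 5 groups and a mean-variance trend, which gave 15 residual and 4.35 prior degrees of freedom. p-values were adjusted by Benjamini and Hochberg over 1504 genes. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Biofilm of each time was compared with planktonic cells, consecutive biofilm times with each other, and mature (48 and 72 h) with early (16 and 24 h) biofilm. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Principal components were taken from centred log2 values, and libraries were clustered by complete linkage on 1 minus the Pearson correlation.

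The fit was tested on simulated libraries with the depth and spread of the real ones, where 100 genes per setting were changed by 2-fold or 4-fold. At 2-fold, 45%, 41%, 48% and 42% of changed genes were called at 16, 24, 48 and 72 h (79%, 80%, 77% and 82% passed the adjusted p alone), and 0, 3, 6 and 2 unchanged genes were called.

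A pairing of libraries by replicate number was checked in the data, as no label gives one. After the group means were removed, libraries of 48 h and 72 h biofilm with the same number correlated across genes at a mean r of 0.403, and each of the 4 pairs was above 0.1. No other pair of groups met this rule. The replicate number was left out of the model, as set before the data were examined. A block on it over all 20 libraries was also set beforehand as a test, and a paired fit of the 48 h and 72 h libraries alone was added after the data were seen.

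Most genes named in the text follow a rule written before the data were examined, when the paper's values of its named genes had been seen. It takes, for each comparison with planktonic cells, the 5 highest and the 5 lowest log2 fold changes among called genes whose 4 biofilm values all lie on one side of the 4 planktonic values. It adds every gene that the paper names in its text, Table 1 or Fig. 4, up to 4 genes with the largest absolute change of each gene list, and the 5 highest and 5 lowest called genes of each comparison between biofilm times by the same rule. Some genes were named outside this rule, among them hspR, dps, rpsU, kpsC, kpsD, kpsE, Cj1438c and cstIII, and the genes called at all 4 times were listed in full. Locus tags were joined to the gene names of the RefSeq assembly GCF_000009085.1, in which 1484 genes had an entry and 20 had none.

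25 gene lists were drawn up by function and locus: flagellar rod, hook and other RpoN-class genes, FliA-class and filament genes, flagellar export, motor and regulation, chemotaxis, flagellin glycosylation, leucine and branched-chain amino acid synthesis, LIV transport, cysteine and methionine metabolism, C4-dicarboxylate uptake and fumarate respiration, oxidative stress, heat shock, capsule, LOS, N-glycosylation, iron uptake, phosphate uptake, multidrug efflux, complex I, ATP synthase, terminal oxidases, other electron donors and acceptors, the citric acid cycle, purine synthesis, ribosomal proteins and hypervariable tracts. The 6 regulator target lists (FlgR, CosR, RacR, Fur, PerR and CmeR) are those of the study, which took regulator targets from an earlier study. It singled out these 6 regulators by inference on these libraries. The clusters were formed by the study on the same libraries. Called genes of a list were counted in each direction, p-values were adjusted over the list alone for a second count, and the list was tested as a set with camera at a preset correlation of 0.01, adjusted over all lists of a comparison.

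Genes called at all 4 times were compared with independent lists of the same sizes, with 100 sets of simulated unchanged groups and with the planktonic libraries divided between the times, since the 4 comparisons share their planktonic libraries. Each count of called genes was compared with the counts from all 35 divisions of the same 8 libraries, or, for mature against early biofilm, from 100 assignments of the 16 libraries.

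Alternatives set before the data were examined were pseudocounts of 1 and 5, a filter at a mean of 10 c.p.m. (1312 genes kept), limma without trend, with a robust prior and on the compared groups alone, a replicate block, median and quantile scaling, an adjusted p alone, treat against a log2 fold change of 1, limma-voom on the recovered reads, the authors' p-values, camera with an estimated correlation and each library left out in turn. Scaling to the reads outside Cj1360c, the paired fit of 48 h and 72 h biofilm and leaving out replicate 1 of both these times were added after the data were seen. Raw reads were not used. The activity of transcription factors and the enrichment of pathways were not recomputed, and GC content was left out since no genome sequence was at hand.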

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

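The counts over other divisions of the libraries were planned, and the tests on Cj1360c, scaling, single libraries, gene length, read number and a deletion were chosen only after the result was seen.

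Dixon's test set some libraries far from the other 3 of their group, which chance does in about 1 of 20 groups. Of 165 groups of 4 values tested, 13 passed. Replicate 4 of 48 h biofilm had 4467133 reads in genes (others 6032292 to 6129224) and replicate 1 of 72 h biofilm had 70.4% of reads aligned (others 81.7% to 83.5%). Replicate 1 of planktonic cells had a mean correlation of 0.963 with its group (others 0.982 to 0.985), and higher mean log2 c.p.m. of RpoN-class flagellar genes (7.42), cysteine and methionine genes (6.79) and heat shock genes (7.99). Replicate 2 of planktonic cells was lower in other electron donors and acceptors (7.93) and replicate 4 higher in capsule genes (4.52). Among biofilms, flagellin glycosylation was higher in replicate 2 at 16 h (2.98) and lower in replicate 2 at 24 h (2.57), ATP synthase was higher in replicate 3 at 24 h (8.45), and replicate 1 at 48 h was higher in C4-dicarboxylate genes (9.47) and citric acid cycle genes (7.91).

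Several gene lists held many called genes between biofilm times, by the direct comparison in limma. Between 16 h and 24 h, 5 of 6 FliA-class genes, 6 of 10 leucine and branched-chain genes, 10 of 16 oxidative stress genes, 9 of 16 heat shock genes, 12 of 21 iron uptake genes (1 lower) and 12 of 18 genes of other electron donors and acceptors were higher at 24 h, and 3 of 6 efflux genes were lower (1 higher). Between 24 h and 48 h, 11 of 15 RpoN-class genes and 6 of 10 C4-dicarboxylate genes (2 lower, and 3 higher without replicate 1 of 48 h biofilm) were higher at 48 h, and 7 of 13 cysteine and methionine genes (1 higher) and 3 of 6 efflux genes (1 higher) were lower. The C4-dicarboxylate list (camera adjusted p = 0.523) and the efflux list (0.751 and 0.598) did not pass as sets, and with an estimated correlation none of these lists passed (0.292 to 0.919 between 16 h and 24 h, and 0.157 to 0.887 between 24 h and 48 h). The RNA of Cj1360c, a gene outside those the paper discusses, took 67.33% of the reads in genes in 24 h biofilm and 51.06% in planktonic cells.

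Other divisions of the libraries reached fewer called genes than the real one in each comparison, which argues against chance (1 division, the real one, as large in each). It does not exclude chance, since 35 divisions allow no share below 1 of 35 and the shares were not adjusted over the comparisons. The real and highest other counts were 231 and 59 at 16 h, 463 and 10 at 24 h, 379 and 186 at 48 h, 365 and 116 at 72 h, 470 and 7 between 16 h and 24 h, 486 and 124 between 24 h and 48 h, and 381 and 146 for mature against early biofilm. Between 48 h and 72 h, 120 genes were called and at most 94 in another division. Of the divisions that part each of the 4 numbered pairs of these times, 8 in all, the others called 0 genes. These 8 are too few to decide on chance, and the full set of 35 ignores the pairs. For gene lists past camera, chance cannot be excluded at 16 h (10 lists, highest other 11, 8 divisions as large), 24 h (8 lists, highest other 8, 2 as large) and 48 h (10 lists, highest other 11, 5 as large). At 72 h chance is argued against (15 lists, highest other 13).

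Biofilm at 24 h had the most called genes against planktonic cells. The library with the lowest share of aligned reads, replicate 2, is argued against as the cause, since 450 genes were called without it. The authors' scaling cannot be told apart, because 24 h led under 2 of 3 other scalings, while under quantile scaling 351 genes were called at 24 h, 357 at 48 h and 386 at 72 h. The large share of Cj1360c at 24 h cannot be told apart either. With libraries scaled to the reads outside it, the count at 24 h exceeded the larger of those at 48 h and 72 h by 233. This scaling also moved the median log2 fold change of all genes furthest at 24 h, to -0.77, against -0.48 at 48 h and -0.24 at 72 h. A larger count at 24 h under it therefore decides nothing. A change of the cells with biofilm age stays open and untested.

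Ribosomal protein genes were higher than in planktonic cells at 24 h and 72 h. Short genes are argued against as the sole cause, since other genes of the same length rose less or not at all. The median over 10000 lists of other genes matched on coding length was -0.29 at 24 h and 0.17 at 72 h. The ribosomal genes had 0.85 and 1.14. The ribosomal median lay at percentile 100 of these lists at both times, but also at 16 h, where 0 ribosomal genes were called higher. By itself the percentile therefore decides nothing. The ribosomal genes also varied together (estimated correlation 0.545), which the lists of other genes do not reproduce. Only the medians bear on length, and it can account for a part of the rise at 72 h. There, log2 fold changes of the 1484 genes with a known length fell with coding length (Spearman r = -0.187, against 0.019 at 24 h). At 24 h, library scaling cannot be told apart, because the median of the ribosomal genes was 0.20 (SE 0.16) with libraries scaled to the reads outside Cj1360c. The first limit for this test, 1 SE above 0, would have argued against scaling, and it was raised to 2 SE after the value had been seen. Biofilm age and growth mode stay open and untested, since planktonic cells were sampled at 16 h only.

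Some capsule, LOS and flagellin glycosylation genes were lower in 72 h biofilm. Few reads by themselves are argued against as the cause, since 103 genes of other loci with a mean under 40 reads had a median log2 fold change of 0.45, and 33 such genes of the surface loci one of -2.46. Within the surface loci, the fall lay mostly in genes with few reads. Of the 33 genes, 25 were called lower, against 5 of 13 genes with 40 to 160 reads and 3 of 32 with 160 or more (median -0.07). A deletion of the whole stretch of the capsule locus is argued against by 4 genes in it that were not called lower (Cj1423c, Cj1424c, Cj1425c and Cj1429c). Smaller variants, phase variation and regulation with biofilm age stay open and were not tested.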

How the results depend on the processing

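Scaling to the reads outside Cj1360c, leaving out replicate 1 of both 48 h and 72 h biofilm and a paired fit of these 2 times alone were tests chosen only after the results were seen, and all other alternatives were planned. The cause was not tested for any change below, except where the alternative's own construction shows it.

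Counts of called genes at 16, 24, 48 and 72 h stayed within 1.5 times under all alternatives of pseudocount, filter, spread and scaling, and those of the other comparisons likewise, apart from 72 h against 48 h. In leave-one-out fits they ranged from 208 to 242, 446 to 485, 302 to 438 and 327 to 414, and from 450 to 477 (24 h against 16 h), 464 to 505 (48 h against 24 h), 93 to 143 (72 h against 48 h) and 373 to 389 (mature against early). The lowest value at 48 h came without replicate 4 and the highest without replicate 1 of 48 h biofilm. Without replicate 1 of both 48 h and 72 h biofilm, 440, 416, 506, 131 and 400 genes were called at 48 h, at 72 h, between 24 h and 48 h, between 48 h and 72 h and for mature against early biofilm.

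An adjusted p alone, which drops the 2-fold limit, called 632, 923, 838 and 845 genes at 16, 24, 48 and 72 h, 942 between 16 h and 24 h, 943 between 24 h and 48 h, 361 between 48 h and 72 h and 1019 for mature against early, with 116 shared at all 4 times in one direction. Calls over the 4 times rose to 19 in FliA-class, 54 in flagellar export, 38 in chemotaxis, 29 in flagellin glycosylation, 32 in leucine, 20 in LIV, 43 in oxidative stress, 42 in heat shock, 56 in capsule, 29 in LOS, 25 in N-glycosylation, 18 in efflux, 35 in complex I, 17 in ATP synthase, 27 in oxidase, 22 in citric acid cycle, 27 in purine and 110 in ribosomal protein genes. treat against a log2 fold change of 1, a stricter test by construction, called 64, 164, 69 and 98 genes at the 4 times, 151, 167 and 12 between consecutive times and 154 for mature against early, with 1 shared at all 4 times. List calls were 4 in FliA-class, 5 in flagellar export, 5 in chemotaxis, 3 in flagellin glycosylation, 10 in leucine, 0 in LIV, 10 in cysteine and methionine, 12 in C4-dicarboxylate, 9 in oxidative stress, 13 in heat shock, 7 in capsule, 4 in LOS, 1 in N-glycosylation, 22 in iron, 5 in efflux, 5 in complex I, 0 in ATP synthase, 6 in oxidase, 11 in other donors and acceptors, 0 in citric acid cycle, 2 in purine, 11 in ribosomal protein and 11 in hypervariable genes.

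A pseudocount of 5, which shrinks changes of genes with few reads, called 55 genes between 48 h and 72 h, and 4 flagellin glycosylation, 9 capsule, 4 LOS, 3 ATP synthase, 4 purine and 12 hypervariable genes. A pseudocount of 1 gave 3 ATP synthase genes. The filter at 10 c.p.m., which tests fewer genes, called 54 genes between 48 h and 72 h, and 5 flagellin glycosylation, 11 capsule, 8 LOS, 30 iron, 3 ATP synthase and 13 hypervariable genes. Quantile scaling gave 2 LIV genes and median scaling 4 purine genes. With libraries scaled to the reads outside Cj1360c, 11 N-glycosylation, 26 complex I, 3 ATP synthase, 14 purine and 43 ribosomal protein genes were called. Left-out libraries moved ATP synthase, from 3 (without planktonic replicate 1 or 3) to 5, and purine genes, from 5 (without planktonic replicate 4 or replicate 3 of 48 h biofilm) to 9. Camera with an estimated correlation passed 2 of the 79 list tests.

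Of 705 called values of named genes, 291 kept call and direction under each alternative, 414 lost the call under 1 or more, and 1 reversed, that of Cj1153 between 16 h and 24 h, to -0.14 under quantile scaling.

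A replicate block on the 48 h and 72 h libraries alone called 134 genes between these times, of which 110 were among the 120 called without it. Of 34 named genes called there, 31 kept the call and neuB1 (Cj1141), neuC1 (Cj1142) and Cj1319 lost it, while Cj1386 was called lower in this fit alone. Calls in the lists fell from 11 to 9 in capsule, from 6 to 2 in LOS and from 5 to 3 in flagellin glycosylation genes, and the hypervariable list no longer passed camera (adjusted p of 0.0109 and 0.0977). cstIII (Cj1140), which the naming rule did not take for this comparison, lost its call too. The fit changed no other call of a gene named by that rule. A block over all 20 libraries called 122 genes between 48 h and 72 h and, in the other comparisons, whose numbers are not paired, 232, 466, 382 and 367 at 16, 24, 48 and 72 h, 470 between 16 h and 24 h, 487 between 24 h and 48 h and 381 for mature against early. Across all groups, same-numbered libraries had a mean r of 0.0563 and others of -0.0193, 13 of 40 same-numbered pairs were above 0.1, and 11 of 20 libraries correlated best with their own number.

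Not run were tRNA and rRNA genes kept, as the tables hold none, and the count-based alternatives DESeq2 and edgeR, as the deposited unit is log2, with limma-voom on the recovered reads in their place. Few reads limit 192 genes with a mean under 10 c.p.m. In simulated libraries, 77% to 82% of 2-fold changes passed the adjusted p, and 41% to 48% were called, since estimates of a 2-fold change fall on both sides of the 2-fold limit.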

Differences from the paper's values

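No tests below were chosen after the result was seen. Of 113 values of the paper set beside values here, none differed by more than the limits used, and all 85 log2 fold changes lay within 1 SE and had the same sign, with a largest difference of 0.76. Counts of called genes were 231, 463, 379 and 365 here against the paper's 224, 443, 374 and 369 at the same thresholds. limma-voom on the recovered reads gave 223, 442, 378 and 371, and the deposited p-values of the authors 223, 440, 378 and 371. Of the calls here, 219, 438, 373 and 360 were shared with the deposited ones in the same direction and none was opposite. Shares of variance in Fig. 1a matched 34.8% and 24.1%.

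The paper states that the oxidative stress genes it names were upregulated in early biofilms, sodA among them, and sodB was read in its place, as the tables hold no sodA. At 24 h, katA (Cj1385), ahpC (Cj0334), sodB (Cj0169), trxB (Cj0146c) and tpx (Cj0779) were called higher, and at 16 h sodB and tpx were. At 16 h, katA had a log2 fold change of -2.12 (SE 0.68) and trxB of -1.02 (SE 0.33), both called lower, and ahpC had -0.95 (SE 0.38). The call of katA was lost in 4 of 22 alternatives, among them limma-voom, the authors' deposited p-values and the fit without planktonic replicate 1, and that of trxB in 5 of 22, among them the fits without replicate 1 or 2 of 16 h biofilm or planktonic replicate 1.

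The paper states that *leuABCD* were upregulated in early biofilms. leuA to leuD were called higher at 24, 48 and 72 h. At 16 h, 0 of the 4 were called higher, and leuA (Cj1719c) was called lower, at -1.53 (SE 0.26).

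The paper counts the genes *ceuBCDE*, the p19 system and the *pst* genes among the downregulated ones. Over the 21 iron uptake genes, 14, 6, 14 and 14 were lower and 0, 2, 0 and 1 higher at the 4 times. ceuE (Cj1355) was called higher at 24 h, at 3.00 (SE 0.14), as was p19 (Cj1659), at 1.66 (SE 0.17). pstB (Cj0616) was not called at any time, with 0.84 (SE 0.19) at 24 h.

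The paper states that Cj1211 and Cj0683 were upregulated in mature biofilms. Cj0683 was called higher at 72 h, at 2.98 (SE 0.71). It was not called at 48 h, and Cj1211 was not called at 48 h (0.82, SE 0.88) or 72 h (1.15, SE 0.88).

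The paper reports lower citric acid cycle genes in mature biofilms. Of 12 genes, 2 were called lower at 48 h and 2 at 72 h, mqo (Cj0393c) and gltA (Cj1682c), and 0 were called higher. The calls of mqo at 48 h and of both genes at 72 h were lost without replicate 3 or 4 of these biofilms.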

Other observations

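Some flagellin glycosylation genes were lower at each time. Of 13 genes, 0 were higher, 3 were lower and 10 were not called (0 and 3 when adjusted over the list alone) at 16 h (camera adjusted p = 0.173), 1 was higher, 4 were lower and 8 were not called (1 and 4 when adjusted over the list alone) at 24 h (camera adjusted p = 0.556) and 1 was higher, 3 were lower and 9 were not called (1 and 3 when adjusted over the list alone) at 48 h (camera adjusted p = 0.963). At 72 h, 1 was higher, 6 were lower and 6 were not called (1 and 6 when adjusted over the list alone, camera adjusted p = 0.0192, and adjusted p = 0.285 with an estimated correlation), where maf3 (Cj1334) had 2 reads against 46 in planktonic cells (ratio 20.6, 95% counting interval 5.39 to 175), pseE (Cj1337) a log2 fold change of -2.22 (SE 0.36, adjusted p = 4.87e-05) and Cj1319 of -2.40 (SE 0.63, adjusted p = 0.00327). The gene pseC (Cj1294) was higher at 72 h, with 1.09 (SE 0.26, adjusted p = 0.00141). Between 48 h and 72 h, 5 of the 13 genes fell and 0 rose (camera adjusted p = 0.00094, and adjusted p = 0.176 with an estimated correlation), and 3 fell with the libraries of these times paired by replicate number. At 24 h the median of this list, -0.47, turned to 0.05 under quantile scaling, and at 48 h from -0.01 to 0.13 under median scaling.

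N-glycosylation genes were lower in mature than in early biofilm, with 4 of 12 called lower and 0 higher (camera adjusted p = 0.00397, and adjusted p = 0.429 with an estimated correlation). Against planktonic cells, 0 were higher, 0 were lower and 12 were not called (0 and 0 when adjusted over the list alone) at 16 h (camera adjusted p = 0.016, and adjusted p = 0.407 with an estimated correlation), 1 was higher, 0 were lower and 11 were not called (1 and 0 when adjusted over the list alone) at 24 h and 0 were higher, 3 were lower and 9 were not called (0 and 3 when adjusted over the list alone) at 48 h (camera adjusted p = 0.0108, and adjusted p = 0.366 with an estimated correlation). pglC (Cj1124c) had a log2 fold change of -1.34 (SE 0.23, adjusted p = 0.000102) and pglF (Cj1120c) of -1.11 (SE 0.17, adjusted p = 2.19e-05) at 48 h. At 72 h, 0 were higher, 0 were lower and 12 were not called (0 and 0 when adjusted over the list alone). The median at 24 h, -0.10, turned to 0.11 under median and 0.23 under quantile scaling.

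Genes with hypervariable homopolymeric tracts changed one by one. Of 17 genes, 0 were higher, 3 were lower and 14 were not called (0 and 3 when adjusted over the list alone) at 16 h, 2 were higher, 7 were lower and 8 were not called (2 and 7 when adjusted over the list alone) at 24 h, 0 were higher, 3 were lower and 14 were not called (0 and 3 when adjusted over the list alone) at 48 h and 0 were higher, 6 were lower and 11 were not called (0 and 6 when adjusted over the list alone) at 72 h (camera adjusted p = 0.0257, and adjusted p = 0.35 with an estimated correlation). Cj0045c had log2 fold changes of -2.69 (SE 0.34, adjusted p = 3.26e-06) at 16 h and -2.71 (SE 0.34, adjusted p = 1.32e-06) at 24 h, and cipA (Cj0685c) of -1.45 (SE 0.27) at 24 h, -2.15 (SE 0.27) at 48 h and -2.13 (SE 0.27) at 72 h.

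Of the chemotaxis genes, 0 were higher, 1 was lower and 16 were not called (0 and 1 when adjusted over the list alone) at 16 h (camera adjusted p = 0.138), 3 were higher, 2 were lower and 12 were not called (3 and 2 when adjusted over the list alone) at 24 h and 1 was higher, 2 were lower and 14 were not called (1 and 2 when adjusted over the list alone) at 72 h. For the capsule locus, 0 were higher, 4 were lower and 28 were not called (0 and 3 when adjusted over the list alone) at 16 h and 1 was higher, 2 were lower and 29 were not called (1 and 2 when adjusted over the list alone) at 24 h, and for the LOS locus, 0 were higher, 0 were lower and 16 were not called (0 and 0 when adjusted over the list alone) at 16 h and 1 was higher, 3 were lower and 12 were not called (1 and 3 when adjusted over the list alone) at 24 h. Of the heat shock genes, 5 were higher, 3 were lower and 8 were not called (5 and 3 when adjusted over the list alone) at 24 h and 4 were higher, 0 were lower and 12 were not called (4 and 0 when adjusted over the list alone) at 72 h.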
